# The protective roles of integrin α4β7 and Amphiregulin-expressing innate lymphoid cells in lupus nephritis

**DOI:** 10.1038/s41423-024-01178-2

**Published:** 2024-05-28

**Authors:** Seungwon Ryu, Kyung Ah Kim, Jinwoo Kim, Dong Hun Lee, Yong-Soo Bae, Hajeong Lee, Byoung Choul Kim, Hye Young Kim

**Keywords:** Innate lymphoid cells, Tissue residency, Adhesion molecules, Integrins, Kidney, Lupus nephritis, Amphiregulin, Innate lymphoid cells, Lupus nephritis, Chronic inflammation

## Abstract

Type 2 innate lymphoid cells (ILC2s) have emerged as key regulators of the immune response in renal inflammatory diseases such as lupus nephritis. However, the mechanisms underlying ILC2 adhesion and migration in the kidney remain poorly understood. Here, we revealed the critical role of integrin α4β7 in mediating renal ILC2 adhesion and function. We found that integrin α4β7 enables the retention of ILC2s in the kidney by binding to VCAM-1, E-cadherin, or fibronectin on structural cells. Moreover, integrin α4β7 knockdown reduced the production of the reparative cytokine amphiregulin (Areg) by ILC2s. In lupus nephritis, TLR7/9 signaling within the kidney microenvironment downregulates integrin α4β7 expression, leading to decreased Areg production and promoting the egress of ILC2s. Notably, IL-33 treatment upregulated integrin α4β7 and Areg expression in ILC2s, thereby enhancing survival and reducing inflammation in lupus nephritis. Together, these findings highlight the potential of targeting ILC2 adhesion as a therapeutic strategy for autoimmune kidney diseases.

## Introduction

Innate lymphoid cells (ILCs) serve as sentinels at the frontline of host defense and tissue homeostasis. Unlike adaptive immune cells such as T and B cells, ILCs do not express antigen-specific receptors; instead, they express constitutively expressed receptors that recognize cytokines and environmental signals [1], enabling them to respond quickly to changing microenvironments through cytokine production [2]. Based on their cytokine production and transcription factor expression, ILCs are categorized into three major groups, namely, ILC1s, ILC2s, and ILC3s. Each group has unique functions and specializes in different types of immune responses. Among ILCs, ILC2s are major producers of type 2 cytokines in nonlymphoid tissues [3, 4].

In the kidney, ILC2s play a crucial role in regulating inflammation and promoting tissue repair in various nephritis conditions, including renal ischemia‒reperfusion injury, adriamycin nephropathy, and lupus nephritis. These effects are essential for preventing renal damage. The activation and expansion of local ILC2s are initiated by cytokines such as IL-2, IL-25, and IL-33, which directly stimulate these cells [5]. Notably, the therapeutic potential of activated ILC2s is underscored by studies showing that the adoptive transfer of these cells can attenuate renal ischemia‒reperfusion injury in murine models [6–8]. These findings highlight the promising role of ILC2s in renal diseases. ILCs may also participate in immune-mediated renal injury in humans, since the number of peripheral blood ILCs in patients with lupus nephritis decreases as disease severity increases [9]. However, the precise roles of renal ILC2s in kidney homeostasis and disease development still require further elucidation.

Under homeostatic conditions, kidney ILC2s are located in both the cortex and medullary regions [10] and are often found in the adventitial cuffs around blood vessels but not inside vessels themselves [11, 12]. The mechanisms of the tissue retention and migration of kidney ILC2s under homeostatic or pathogenic conditions are not well understood. Most adult ILC2s originate from progenitor ILC2s (ILC2Ps) generated in the bone marrow and fetal liver and eventually settle in lymphoid and nonlymphoid organs. While settled ILC2s exhibit limited recirculation in the bloodstream and sustain their populations through self-renewal [13, 14], mature ILCs and ILCP-like cells in the blood can enter organs, and organ-resident ILCs can recirculate between organs *via* the bloodstream [15]. These migratory events are driven by various stimuli, including cytokines, chemokines, and pathogen-derived molecules. For example, the migration of ILC2Ps to the intestine is facilitated by the expression of the chemokine receptor CCR9 and integrin α4β7 [16], while helminth infection-induced migration of intestine-resident ILC2s to the lungs involves IL-25 stimulation and the expression of sphingosine 1-phosphate (S1P) receptors [17]. Similarly, the migration of bone marrow-derived ILC2s to the lung upon exposure to *Alternaria alternata* relies on the cell-surface integrin β1 [18]. Thus, the molecular mechanisms governing ILC migration may differ depending on the tissue of origin, the target tissue, and the disease context.

Lupus nephritis is a type of kidney inflammation commonly observed in systemic lupus erythematosus (SLE), an autoimmune disease in which antibodies target self-antigens such as double-stranded DNA (dsDNA) and RNA [19]. Here, we investigated the effect of adhesion molecules on renal ILC2s in two mouse models of lupus nephritis: the MRL-*lpr* model and the imiquimod (IMQ)-induced model. In healthy kidneys, renal ILC2s express high levels of integrin α4β7. However, during autoimmune kidney inflammation, Toll-like receptor 7/9 (TLR7/9) signaling in ILC2s reduces the expression of integrin α4β7, causing ILC2s to migrate out of the kidney. Our studies suggested that kidney ILC2s are retained in the kidney by adhering to VCAM-1, E-cadherin, and fibronectin on structural kidney cells. Decreased integrin α4β7 expression in ILC2s downregulates the production of cytokines, particularly Amphiregulin (Areg), which weakens the suppressive effect of ILC2s on local inflammatory T cells and promotes kidney inflammation. Conversely, IL-33 treatment upregulates integrin α4β7 and Areg expression in kidney ILC2s, leading to improved survival of lupus nephritis. Overall, targeting the adhesion molecules expressed by ILCs holds promise as an immunomodulatory approach for inflammatory diseases.

## Results

### The spontaneous development of lupus in MRL-*lpr* mice is associated with reduced kidney ILC2 numbers

We examined MRL-*lpr* mice, which spontaneously develop lupus-like disease, including glomerulonephritis, as they age [20] to study the behavior of ILC2s in renal inflammation. Although young (5–8-week-old) mice were not affected, old (>16-week-old) mice exhibited spleen enlargement; glomerular injury; elevated serum levels of anti-dsDNA, creatinine (Cr), and blood urea nitrogen (BUN) (Fig. 1A–D); and increased kidney expression of the inflammatory cytokines *Ifng*, *Tnf*, *Mcp-1*, *Il6*, and *Il1b* (Fig. 1E).

**Fig. 1:**
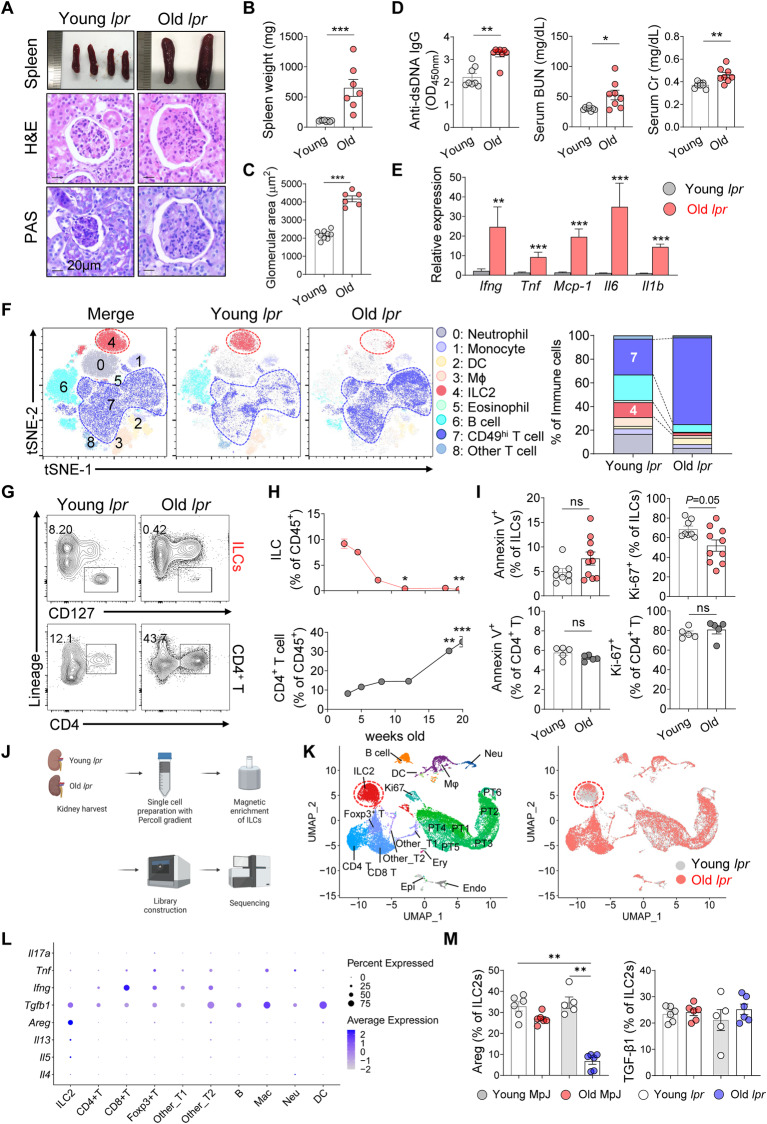
Reduced kidney ILC2 numbers linked to spontaneous lupus development in MRL-lpr mice. **A**–**C** Spleen morphology (**A**) and weight (**B**). Representative images of H&E and PAS staining showing the increased glomerular area in old MRL-*lpr* mice (**A**, **C**). Scale bars, 20 μm. **D** Serum anti-dsDNA IgG, BUN and creatinine (Cr) levels (*n* = 7–9). **E** Gene expression levels of *Ifng*, *Tnf*, *Mcp-1*, *Il6*, and *Il1b* in renal tissue were quantified using RT‒qPCR (*n* = 7). **F** Unbiased immunophenotyping of high-parameter flow cytometry data for CD45^+^ kidney immune cells. **G**–**H** Kidney ILCs (lineage^−^CD127^+^) and CD4^+^ T cells (lineage^+^ CD4^+^) (**G**) and their percentages among CD45^+^ immune cells (**H**) in 3- to 20-week-old MRL-*lpr* mice. (*n* = 4-5) (**I**) Flow cytometry analysis of Annexin V^+^ apoptotic cells and Ki-67^+^ proliferating cells among ILCs and CD4^+^ T cells (*n* = 8–10). **J** Experimental design for the scRNA-seq analysis of ILC-enriched renal cells from pooled samples from young and old MRL-*lpr* mice. **K** UMAP plot showing 20 distinct kidney cell types identified by unsupervised clustering (left panel) and their comparison across glomerulonephritis development in MRL-*lpr* mice (right panel). **L** Dot plot showing the expression of various inflammatory and regulatory cytokines in immune cell clusters. **M** Comparison of Areg and TGF-β1 expression assessed using flow cytometry (*n* = 5–6). All results are shown as the means ± SEMs, and the statistical analysis was performed using the Mann‒Whitney *U* test or Kruskal‒Wallis test. ns, not significant; *P < 0.05; **P < 0.01; and ***P < 0.001. DC dendritic cell, Mac or Mφ macrophage, Neu neutrophil, B B cell, T T cell, Ery erythrocyte, Epi epithelial cell, Endo endothelial cell, PT proximal tubule cell

Renal CD45^+^ leukocytes obtained from young and old MRL-*lpr* mice were subjected to multicolor flow cytometry with representative markers of key immune cells (CD3ε, CD19, CD49b, CD11b, CD11c, Ly-6G, Ly-6C, F4/80, Siglec-F, FcεRIα, CD127, ST2, CD25, and CD45), and unsupervised clustering was performed to gain insights into the changes in the renal immune cell landscape that occur in lupus nephritis (Fig. S1A, B). The healthy kidney tissues from young MRL-*lpr* mice contained a robust population of ILC2s (defined as CD127^+^ ST2^+^ CD25^+^ leukocytes; Cluster 4) (Fig. 1F and Fig. S1A, B). In contrast, this population was significantly reduced in the old mice, and the T-cell cluster (Cluster 7) expanded instead (Fig. 1F and Fig. S1B). Conventional flow cytometry analysis confirmed a gradual decrease in kidney ILC2 frequencies and an increase in CD4^+^ T-cell frequencies as the disease progressed (Fig. 1G, H). Kidney ILCs in old mice exhibited less proliferation than those in young mice, but apoptosis remained unaffected (Fig. 1I). The proliferation and apoptosis of CD4^+^ T cells in the kidneys of the old mice did not change (Fig. 1I), but increased production of inflammatory cytokines, including IFN-γ and IL-17A, was observed (Fig. S1C). We also confirmed a reduction in the number of ILC2s and an increase in the number of CD4^+^ T cells in aged MRL-*lpr* mice compared to their background-matched strain, MRL-MpJ (Fig. S1D–H).

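The scRNA-seq data consist of 1 library of pooled kidneys from old MRL-*lpr* mice and 1 from young MRL-*lpr* mice, so no replicate checks any difference between them. Cells passed a density gradient, a magnetic enrichment of ILCs and a sort of live cells before loading on 10x Chromium 3′ v3.1, and a share of a library is therefore not a frequency in the kidney. The authors aligned the reads to mm10 and counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger, and the deposited matrices hold these counts without normalization. The young library had 15076 barcodes with 156787812 UMIs, and the old library had 12622 barcodes with 126334256 UMIs. Cells with at least 200 genes and at most 20% mitochondrial UMIs were kept, as in the paper's methods, which left 11429 young cells (median 7881 UMIs and 2529 genes) and 10232 old cells (median 6933 UMIs and 2309 genes). Scrublet called 332 young and 270 old cells doublets, which were kept, since the paper's methods describe no removal. UMIs of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty* without UMIs of *Xist* were found in 50.8% of young and 40.6% of old cells. The cells were log-normalized, integrated over 20 dimensions and clustered on 10 principal components in Seurat, with the genes reported as results left out of the clustering features. A cluster was named "X-like" from fixed marker genes by a rule set after the clusters were seen, so the names need not match those of the paper. Expression is given as CPM, the UMIs of a gene summed over the cells of a class and scaled to the total UMIs of that class in the library, with an exact Poisson 95% interval. The percentage of cells with a UMI is given as counted and after each cell was thinned to 1000 UMIs, leaving out shallower cells. All intervals, and the limit of 3 counts given for a gene with no UMI, cover counting error only. Gene positions are those of GENCODE M21 on GRCm38 (mm10).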

The functional changes in kidney ILC2s were then assessed via single-cell RNA sequencing (scRNA-seq). Given the low frequency of renal ILC2s in old mice, the cells from both old and young mice were first enriched with a magnetic kit (Fig. 1J). 

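With the 2 libraries integrated and a resolution of 0.8, the Seurat default, clustering of the kidney cells gave 28 clusters. The paper's text names no resolution, and 0.4 gave 21 clusters and 1.2 gave 33, while the other settings tried gave 26 or 27. PT-like cells formed clusters 1, 4, 5, 7, 8, 10, 12, 15 and 20 and made up 6224 young cells (54.5%; exact Clopper-Pearson 95% interval 53.5–55.4%) and 3537 old cells (34.6%; 33.6–35.5%). The stress genes *Hbegf*, *Cyr61*, *Gadd45g* and *Gdf15* were among the leading genes of PT-like cluster 8, and cell cycle genes led PT-like cluster 15. Other nonimmune classes were endothelial-like (cluster 16), other epithelium-like (clusters 18 and 27) and erythrocyte-like (cluster 26). Immune clusters were named ILC2-like (cluster 0), T-like (clusters 2, 3, 6 and 21), NK or ILC1-like (cluster 19), B-like (cluster 13), plasma-like (cluster 22), macrophage or monocyte-like (cluster 11), neutrophil-like (cluster 17) and plasmacytoid dendritic-like (cluster 23). The basophil gene *Mcpt8* was among the leading genes of neutrophil-like cluster 17. Clusters 9, 14, 24 and 25 stayed unnamed because genes of other classes led them, and they held 8.67% of young and 6.99% of old cells. Scrublet called 95.8% of the cells of cluster 25 and 36.9% of those of cluster 14 doublets, against 27.8% of plasma-like cluster 22 and 1.27% of ILC2-like cluster 0.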

Principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) analysis revealed 20 clusters of immune cells and nonimmune cells, including proximal tubule (PT) cells (Fig. 1K and Fig. S2A). The clusters included ILC2s and CD4^+^ T cells from both control and inflamed kidneys (Fig. 1K, right panel). 

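ILC2-like cluster 0 held 1713 cells of the young library (15.0%; 14.3–15.7%) and 407 cells of the old library (3.98%; 3.61–4.37%). The setting that changed these numbers most chose cells by genes in place of clusters (at least 2 of *Il1rl1*, *Gata3*, *Il17rb* and *Il2ra* and none of *Cd3d*, *Cd3e* and *Cd3g*), which gave 1508 young and 336 old cells. T-like clusters held 847 young and 4124 old cells. Values of T-like cells without a cluster number pool these clusters, including cluster 2, where the NK marker *Eomes* was among the leading genes and no T marker was. However, 170 of 179 young and 1537 of 1557 old cells of cluster 2 had a UMI of *Cd3d*, *Cd3e* or *Cd3g*. A *Trac* UMI was found in 83.2% of its young and 85.9% of its old cells. These values argue against NK cells as the bulk of cluster 2. In 70 of its young and 1248 of its old cells, no UMI of *Cd4*, *Cd8a* or *Cd8b1* was found. Cluster 6, with *Cd4* and *Cd40lg* among its markers over both libraries, had 238 young cells (2.08%; 1.83–2.36%) and 1085 old cells (10.6%; 10.0–11.2%). Cluster 3, with *Cd8a* and *Cd8b1*, had 339 young and 1372 old cells, and cycling cluster 21 had 91 and 110. Cluster 2 had 179 young and 1557 old cells, and a cluster drawn mostly from 1 library may differ by library and not by cell type. In cluster 6, *Cd4* (ENSMUSG00000023274; chromosome 6, 124864692 to 124888221) had 35.3 (26.1–46.6) CPM in the young and 339.6 (325–355) CPM in the old library. In the young library *Cd4* was higher in cluster 2, with 98.9 (79.1–122) CPM and a UMI in 33.5% of cells, and in cluster 3, with 48.1 (38.0–60.0) CPM and 11.5%, an interval that overlaps that of cluster 6. In the old library these clusters had 36.7 (32.5–41.4) and 90.8 (84.5–97.4) CPM. A *Cd4* UMI was found in 10.5% of the young and 70.0% of the old cells of cluster 6 (median 5329.5 and 5060 UMIs). After thinning, which left out 5 young and 11 old cells, these percentages were 3.43% and 27.5%. In PT-like cells, which should lack *Cd4*, they were 0.370% and 0.537% before thinning and 0.0324% and 0.0567% after it, at medians of 15409 and 15695 UMIs.

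**Figure D1:**
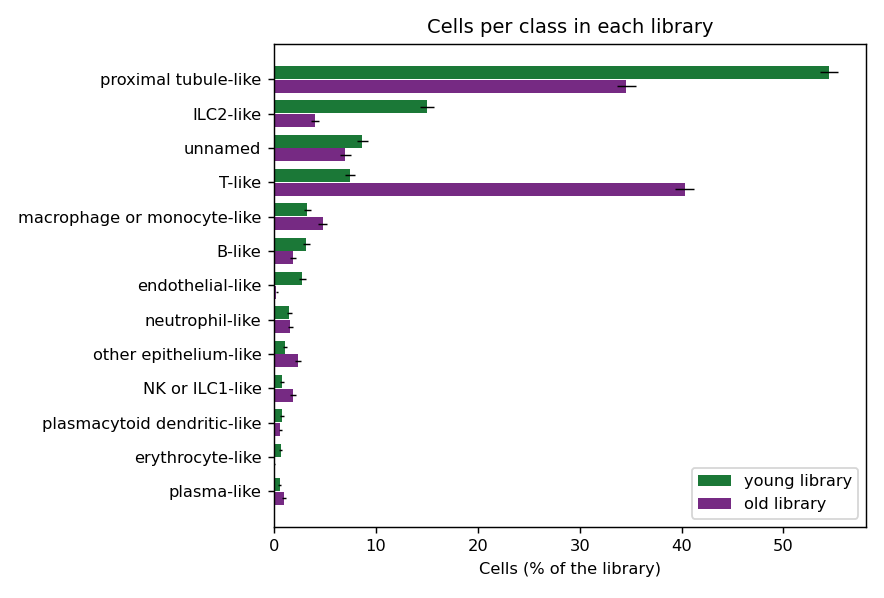
Cells of each class, by X-like name, as a percentage of all kept cells of the young and of the old library (x axis); error bars are exact 95% intervals for counting error, with 1 library per age. ILC2-like cells were 15.0% of the young and 3.98% of the old library.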

The scRNA-seq analysis also revealed that kidney ILC2s expressed type 2 cytokine genes (*Il4*, *Il5*, and *Il13*), as well as *Areg* and *Tgfb1*, which are both known to have tissue-protective and immunoregulatory functions [21–24]. 

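In ILC2-like cells, *Il4* (ENSMUSG00000000869; chromosome 11, 53602982 to 53618669) had 99 UMIs in the young library, 11.1 (9.01–13.5) CPM, and 28 UMIs in the old library, 12.5 (8.34–18.1) CPM. The CPM of *Il4* was higher in neutrophil-like cluster 17, at 54.0 (36.7–76.7) and 191 (162–224), where 8 old cells held all 153 UMIs. *Il5* (ENSMUSG00000036117; chromosome 11, 53720794 to 53725106) had 38.0 (34.0–42.2) CPM in young and 25.5 (19.3–33.1) CPM in old ILC2-like cells, and *Il13* (ENSMUSG00000020383; chromosome 11, 53631324 to 53634702) had 71.2 (65.8–77.0) and 68.5 (58.1–80.3) CPM. For both genes ILC2-like cells ranked above the other classes in each library. Young T-like cells had 33.0 (28.4–38.3) CPM of *Il13*, carried by 15 of 847 cells. *Areg* (ENSMUSG00000029378; chromosome 5, 91139599 to 91148432) had 10144 UMIs in young ILC2-like cells, 1136 (1114–1158) CPM, and 3936 UMIs in old ILC2-like cells, 1763 (1709–1819) CPM. Leaving mitochondrial, ribosomal protein and hemoglobin genes and *Malat1* out of the total moved these values most, to 1637 and 2530.2. The log2 ratio of *Areg* CPM, old over young, was 0.98 (0.91 to 1.05) in ILC2-like cells with a Y-linked and no *Xist* UMI and −0.30 (−0.42 to −0.17) in those with *Xist* and no Y-linked UMI, a split made after the data were seen. An *Areg* UMI was found in 57.4% of young and 70.5% of old ILC2-like cells, and in 34.5% and 51.0% after thinning, which left out 50 young and 13 old cells. In PT-like cells, a background for leukocyte genes, the percentages were 1.35% and 0.792% (0.178% and 0.113% after thinning) in cells read deeper than ILC2-like cells, whose medians were 5023 young and 5398 old UMIs. *Tgfb1* (ENSMUSG00000002603; chromosome 7, 25687002 to 25705077) had 249.6 (239–260.1) CPM in young and 298 (276–322) CPM in old ILC2-like cells, against 2.36 and 1.89 in PT-like cells. Its percentages in ILC2-like cells were 63.7% and 71.7% (21.9% and 25.6% after thinning), and in PT-like cells 2.83% and 2.77% (0.178% and 0.227%).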

Notably, only ILC2s exhibited upregulated Areg expression, while T cells and other cell types produced TGF-β (Fig. 1L). Additionally, T cells exhibited higher expression of the pathogenic cytokine genes *Ifng*, *Tnf*, and *Il17a* than any other cluster (Fig. 1L). 

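Among immune classes, *Areg* CPM was highest in ILC2-like cells in each library. The next class was T-like in both, with 151 (141–162) CPM in the young and 25.2 (23.3–27.3) CPM in the old library, so the log2 ratio of ILC2-like over T-like cells was 2.91 (2.80 to 3.01) and 6.13 (6.00 to 6.25). The setting that moved it most among those chosen beforehand was the mean of each cell's CPM in the young library (3.48) and a resolution of 1.2 in the old library (5.03), where a basophil or mast-like cluster came next. The *Areg* UMIs of T-like cells lay mainly in clusters 6 and 21. Cluster 6 had 241 (216–268) CPM in the young and 65.3 (59.0–72.1) CPM in the old library, and cluster 21 had 309 (281–338) and 29.5 (23.1–37.2) CPM. A UMI of *Cd3d*, *Cd3e* or *Cd3g* was found in 55.0% of young cells of cluster 6 and 29.7% of young cells of cluster 21, against 94.6% and 80.9% of the old cells. Clusters 2 and 3 had 2.30 (0.278–8.31) and 8.02 (4.27–13.7) CPM of *Areg* in the young library. Macrophage or monocyte-like cells had 10.7 and 20.0 CPM, B-like cells 39.7 and 0.670, and PT-like cells 1.64 and 1.05. *Tgfb1* was spread over the immune classes. It had 338 (319–359) and 338 (325–352) CPM in macrophage or monocyte-like cells and 312 (274–354) and 309 (269–354) CPM in plasmacytoid dendritic-like cells. T-like cells had 186 (175–198) CPM in the young and 186 (181–192) CPM in the old library, and ILC2-like cells lay above them by 0.43 (0.32 to 0.53) and 0.68 (0.56 to 0.80) on the log2 scale. At a resolution of 0.4 the young value was 0.21.

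**Figure D2:**
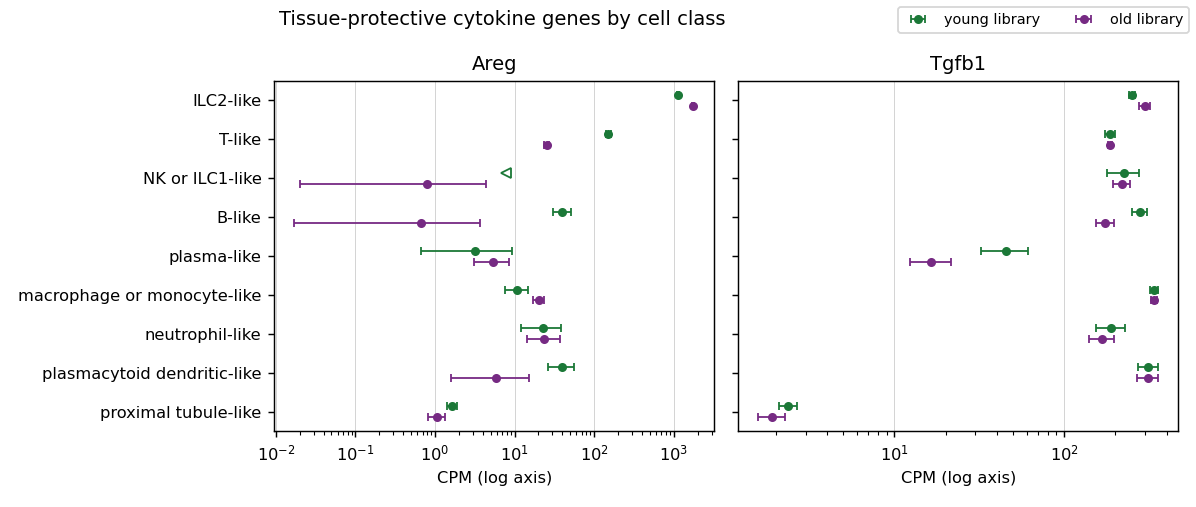
CPM of *Areg* and *Tgfb1* (x axis, log scale) in each class of the young and the old library; error bars are exact Poisson 95% intervals for counting error, and open triangles stand for a class without a UMI, at its limit of 3 counts. ILC2-like cells had 1136 (young) and 1763 (old) CPM of *Areg*, and *Tgfb1* was highest in macrophage or monocyte-like cells.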

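The 3 genes ranked differently among the immune classes. For *Ifng* (ENSMUSG00000055170; chromosome 10, 118441046 to 118445892), T-like cells had 207 (195–219) CPM in the young and 403 (395–411) CPM in the old library, and NK or ILC1-like cells had 292 (241–352) and 310.3 (281–342) CPM. The log2 ratio of T-like over NK or ILC1-like cells was −0.50 (−0.78 to −0.21) in the young and 0.38 (0.23 to 0.53) in the old library. In the alternative clustering settings, apart from a resolution of 1.2, no NK or ILC1-like cluster was named. T-like cells then ranked first, with young log2 ratios over the next class between 3.47 and 3.69. Without an NK or ILC1-like class to compare with, these settings do not decide which of the classes is higher. The naming rule also put T ahead of NK or ILC1 for a cluster with enough T markers, even at a lower score. Within T-like cells, *Ifng* was highest in cluster 3, with 489 (455–524) and 683 (666–701) CPM, and cluster 2 had 29.9 (19.5–43.8) and 143 (134–152) CPM. An *Ifng* UMI was found in 40.5% of young and 51.3% of old T-like cells (17.6% and 24.1% after thinning, which left out 10 and 42 cells), at medians of 4963 and 4848.5 UMIs. PT-like cells had one in 0.370% and 1.92% (0.0486% and 0.198% after thinning). *Tnf* (ENSMUSG00000024401; chromosome 17, 35199381 to 35202007) had 41.2 (36.0–47.0) CPM in young and 50.7 (47.9–53.6) CPM in old T-like cells. It was higher in neutrophil-like cells, at 90.6 (67.7–119) and 121 (98.4–148) CPM, and in macrophage or monocyte-like cells, at 61.7 (53.6–70.7) and 73.7 (67.6–80.3) CPM. The log2 ratio of *Tnf* CPM in T-like over neutrophil-like cells was −1.14 (−1.58 to −0.67) and −1.26 (−1.56 to −0.95). *Il17a* (ENSMUSG00000025929; chromosome 1, 20730905 to 20734496) had 239 UMIs in 21 young T-like cells, 44.4 (38.9–50.4) CPM, and 118 UMIs in 7 old T-like cells, 4.88 (4.04–5.85) CPM. ILC2-like cells, the only other class with *Il17a* UMIs, had 4.14 (2.92–5.71) and 5.38 (2.78–9.39) CPM in 10 young and 2 old cells, so the log2 ratio was 3.42 (2.92 to 3.96) in the young and −0.14 (−0.998 to 0.85) in the old library, where no difference was detectable at this depth. The mean of each cell's CPM moved the young *Il17a* ratio most, to 4.22. No *Il17a* UMI was found in PT-like cells, which allows up to 0.0261 CPM in the young and 0.0451 CPM in the old library.

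**Figure D3:**
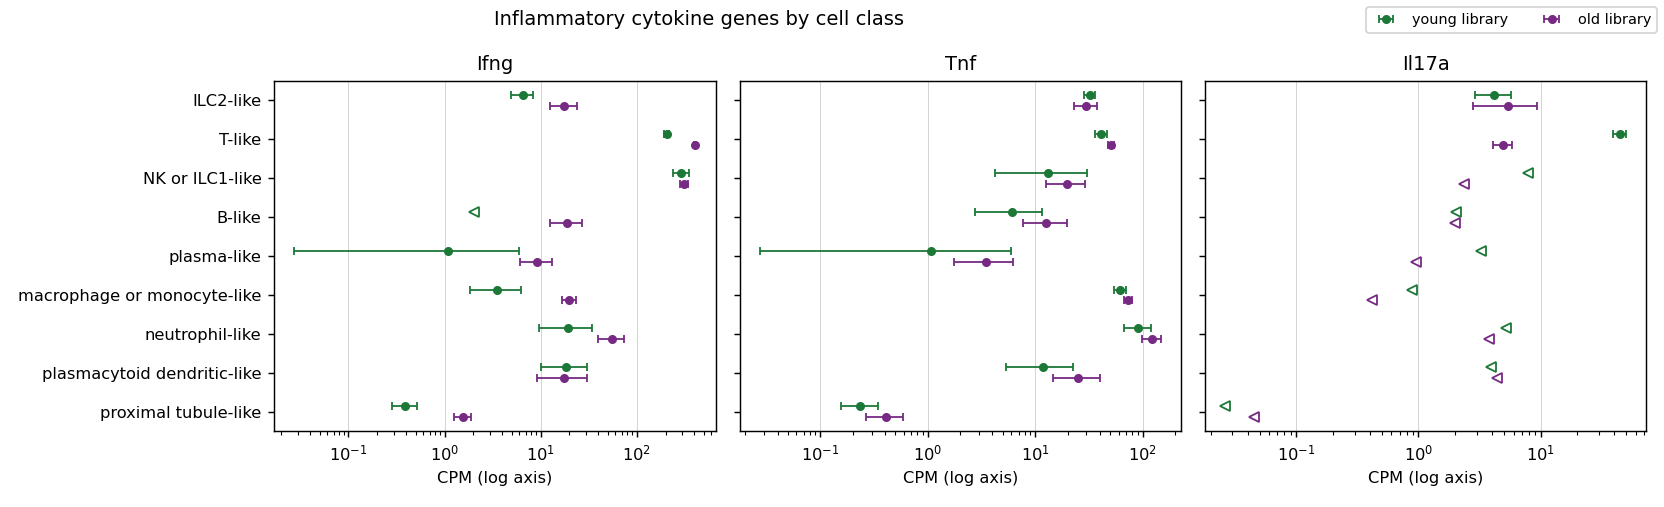
CPM of *Ifng*, *Tnf* and *Il17a* (x axis, log scale) in the classes of the young and the old library; error bars are exact Poisson 95% intervals for counting error, and open triangles stand for a class without a UMI, at its limit of 3 counts. T-like cells had 41.2 (young) and 50.7 (old) CPM of *Tnf*, below neutrophil-like cells at 90.6 and 121.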

The flow cytometry analysis confirmed that the major immune cell population involved in Areg production was ILC2s (Fig. 1M and Fig. S2B). These results suggest that ILC2s may regulate the CD4^+^ T-cell-induced kidney inflammation observed in MRL-*lpr* mice.

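The scRNA-seq part of these results can be set out for ILC2-like cluster 0 and for cluster 6, the T-like cluster with the highest *Cd4* CPM in the old library. In the young library, *Cd4* had 98.9 CPM in cluster 2 and 48.1 CPM in cluster 3, against 35.3 CPM in cluster 6. *Ifng* had 138 (119–159) CPM in young and 388 (372–404) CPM in old cells of cluster 6, and 6.49 (4.93–8.39) and 17.5 (12.4–23.9) CPM in ILC2-like cells. For *Tnf*, cluster 6 had 56.9 (45.0–70.9) and 87.0 (79.7–94.8) CPM and ILC2-like cells 32.4 (28.7–36.3) and 29.6 (22.9–37.6) CPM. *Il17a* in cluster 6 had 178 UMIs in 18 young cells, 128 (110.0–148) CPM, and 118 UMIs in 7 old cells, 19.7 (16.3–23.6) CPM. *Il13* had 61.9 (49.5–76.5) CPM in young cells of cluster 6, carried by 4 cells, and 0.501 (0.103–1.46) CPM in old cells. *Tgfb1* had 232 (207–259) and 162 (152–172) CPM in cluster 6. After thinning, a UMI of *Cd3d*, *Cd3e* or *Cd3g* was found in 45.9% of young and 87.1% of old cells of cluster 6, a difference in composition between the 2 libraries that these values do not correct for.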

### The inflamed kidneys of mice with IMQ-induced lupus exhibited reduced ILC2 numbers

Repeated topical treatment of the inner ear skin of mice with the TLR7 agonist IMQ induces a lupus-like multiorgan autoimmune disease characterized by inflammation in the skin and kidneys [25–27]. We investigated renal pathology and immune cell populations in wild-type mice after 8 weeks of IMQ treatment to confirm our findings using MRL-*lpr* mice. The IMQ-treated mice also exhibited splenomegaly; glomerular injury; increased serum levels of anti-dsDNA, BUN, and Cr; and increased kidney expression of inflammatory cytokines (Fig. 2A–E). Moreover, the kidney ILC frequencies decreased significantly, while the kidney CD4^+^ T-cell frequencies increased (Fig. 2F, G). Importantly, the cell death and proliferation indices of renal ILCs did not differ between age-matched control and IMQ-treated mice, whereas CD4^+^ T cells exhibited significantly higher rates of apoptosis and proliferation (Fig. 2H). This result suggests that the loss of kidney ILC2s may be attributed to their migration out of the kidney. Notably, renal ILC2s from IMQ-treated mice exhibited reduced Areg expression, although no difference in IL-5 expression was detected (Fig. 2I).

**Fig. 2:**
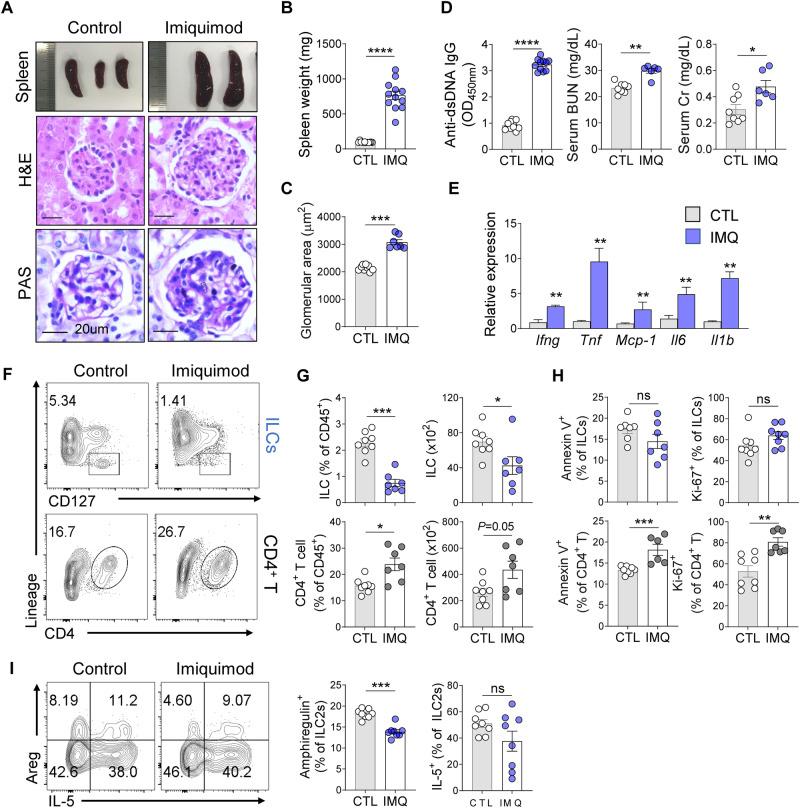
Decreased ILC2 frequencies in kidneys of mice with IMQ-induced lupus. **A**–**C** Spleen morphology (**A**) and weight (**B**) (*n* = 12). Representative images of H&E and PAS staining showing the increased glomerular area in the IMQ model (**A**, **C**; *n* = 7–9). Scale bars, 20 μm. **D** Serum anti-dsDNA IgG, BUN and creatinine (Cr) levels (*n* = 6–11). **E** Gene expression levels of *Ifng*, *Tnf*, *Mcp-1*, *Il6*, and *Il1b* in renal tissues were quantified using RT‒qPCR (*n* = 5). Kidney ILCs (lineage^−^CD127^+^) and CD4^+^ T cells (lineage^+^ CD4^+^) (**F**) and their percentages among CD45^+^ immune cells (**G**) in the IMQ model (*n* = 7–8). **H** Flow cytometry analysis of Annexin V^+^ apoptotic cells and Ki-67^+^ proliferating cells among ILCs and CD4^+^ T cells (*n* = 7). **I** Frequencies of AREG- and IL-5-expressing ILC2s in the IMQ model (*n* = 8). All results are shown as the means ± SEMs, and the statistical analysis was performed using the Mann‒Whitney *U* test. ns not significant, *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001

### Kidney-resident ILC2s express high levels of integrin α4β7, and lupus nephritis is associated with the loss of ILC2s expressing this integrin

Naïve wild-type mice were injected with a BV650-labeled anti-CD45 antibody to investigate the tissue residency of ILC2s in healthy kidneys (Fig. 3A). Unlike CD4^+^ T cells, the majority of renal ILC2s did not exhibit BV650 fluorescence, indicating that they were tissue-resident cells. This finding was supported by the high expression of the tissue-resident marker CD69 [28] on ILC2s (Fig. 3B). The expression of genes encoding molecules involved in lymphocyte migration and adhesion [29–31] was assessed using our scRNA-seq data to gain a deeper understanding of the tissue residency of renal ILC2s (Fig. 3C, D). These cells expressed various integrins, such as *Itga4* (which encodes integrin α4), *Itgav* (integrin αv), *Itgb7* (integrin β7), *Itgb1* (integrin β1), and *Itgal* (integrin αL) (Fig. 3C). However, they did not express *Itgae* (integrin αE; also known as CD103) or *Itga1* (integrin α1; CD49a) (Fig. 3C). These cells also expressed *Cd69*, *Klrg1*, and *Ccr9* but lacked *Ccr4, Ccr6, or Ccr7* (Fig. 3D). 

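*Itga4* (ENSMUSG00000027009; chromosome 2, 79255426 to 79333123) had 372 (359.7–385) CPM in young and 444 (417–473) CPM in old ILC2-like cells, from 3325 and 991 UMIs. With mitochondrial, ribosomal protein and hemoglobin genes and *Malat1* left out of the total, the setting that moved these values most, they were 537 and 637. *Itgb7* (ENSMUSG00000001281; chromosome 15, 102215995 to 102231944) had 249.6 (239–260.1) CPM in young and 307 (284–331) CPM in old ILC2-like cells. Their percentages of cells with a UMI were 67.0% and 70.8% for *Itga4* (27.7% and 32.5% after thinning) and 65.6% and 72.5% for *Itgb7* (21.2% and 28.4% after thinning). PT-like cells had 1.40 and 1.83 CPM of *Itga4*, with a UMI in 1.43% and 2.21% of cells (0.0971% and 0.113% after thinning). For *Itgb7* they had 0.895 and 0.797 CPM, with a UMI in 1.12% and 1.24% of cells (0.113% and 0.113% after thinning). Between the libraries, the log2 ratio of *Itga4* CPM, old over young, was 0.39 (0.25 to 0.52) in ILC2-like cells with a Y-linked and no *Xist* UMI and −0.09 (−0.33 to 0.14) in those with *Xist* and no Y-linked UMI. *Itgal* (ENSMUSG00000030830; chromosome 7, 127296260 to 127335138) had 119 (112–127) CPM in young and 128 (114–144) CPM in old ILC2-like cells, against 0.895 and 1.67 in PT-like cells. *Itgav* (ENSMUSG00000027087; chromosome 2, 83724397 to 83806916) had 71.3 (65.9–77.1) CPM in young and 85.6 (73.9–98.6) CPM in old ILC2-like cells. The ILC2-like values of *Itgb1* (ENSMUSG00000025809; chromosome 8, 128685654 to 128733200) were 70.8 (65.3–76.5) CPM in the young and 90.1 (78.0–103) CPM in the old library. PT-like cells cannot serve as background for *Itgav* and *Itgb1*, since they had 43.2 and 39.6 CPM of *Itgav* and 78.7 and 75.0 CPM of *Itgb1*. Plasmacytoid dendritic-like cells had 9.17 (3.69–18.9) and 22.0 (12.3–36.3) CPM of *Itgav*. T-like cells exceeded ILC2-like cells in *Itgb1*, with 239 CPM in the young and 379.5 CPM in the old library, and in *Itgal*, with 209 and 196 CPM.

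**Figure D4:**
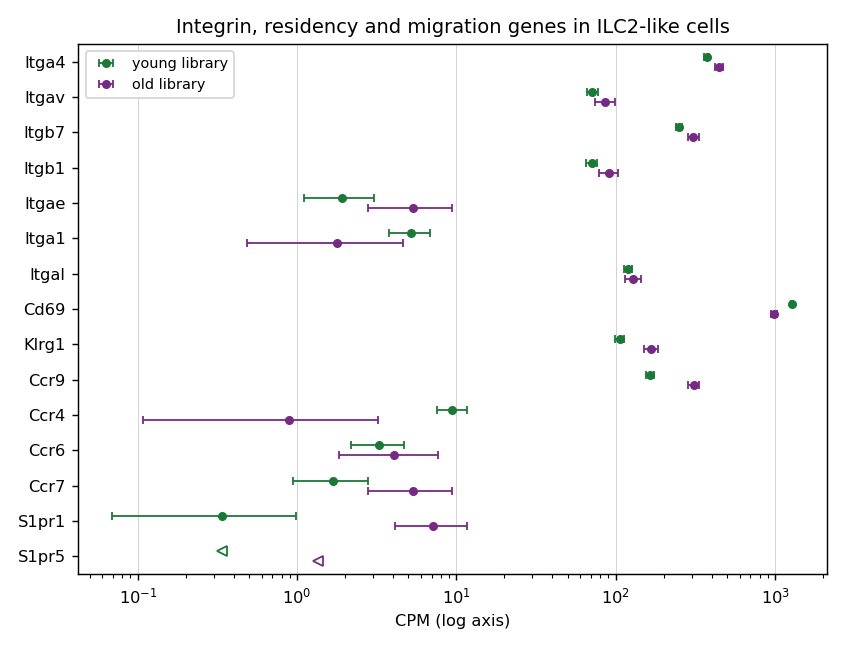
CPM of the integrin, adhesion and migration genes (x axis, log scale) in ILC2-like cells of the young and the old library; error bars are exact Poisson 95% intervals for counting error, and open triangles stand for no UMI, at the limit of 3 counts. *Cd69* had the highest CPM, 1279 (young) and 989 (old), and *S1pr5* had no UMI in either library.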

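For *Itgae* (ENSMUSG00000005947; chromosome 11, 73090583 to 73147446), ILC2-like cells had 17 UMIs in 9 young cells, 1.90 (1.11–3.05) CPM, and 12 UMIs in 5 old cells, 5.38 (2.78–9.39) CPM. PT-like cells had 2.13 (1.87–2.41) CPM in the young library, inside the interval of young ILC2-like cells, and 0.992 (0.767–1.26) CPM in the old library. T-like cells had 19.3 (15.8–23.4) and 40.2 (37.7–42.8) CPM. *Itga1* (ENSMUSG00000042284; chromosome 13, 114953096 to 115101964) had 46 UMIs in 29 young ILC2-like cells, 5.15 (3.77–6.87) CPM, and 4 UMIs in 3 old ILC2-like cells, 1.79 (0.488–4.59) CPM. Its CPM was 44.2 (38.7–50.2) and 66.4 (63.2–69.8) in T-like cells, and 45.4 and 36.7 in PT-like cells, which are therefore no background for it. Plasmacytoid dendritic-like cells had 3.93 (0.811–11.5) and 2.93 (0.355–10.6) CPM of *Itga1*. An *Itgae* UMI was found in 0.525% of young and 1.23% of old ILC2-like cells and in 3.66% and 1.78% of PT-like cells. After thinning, the percentages were 0.361% and 0% in ILC2-like cells and 0.275% and 0.0850% in PT-like cells. With ILC2 cells chosen by genes in place of clusters, *Itga1* had 15.8 CPM in the young and 17.0 CPM in the old library. That choice does not exclude cells with PT RNA, which carries *Itga1*.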

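*Cd69* (ENSMUSG00000030156; chromosome 6, 129267325 to 129275436) had 1279 (1256–1303) CPM in young and 989 (948–1031) CPM in old ILC2-like cells, above the other classes in each library. *Klrg1* (ENSMUSG00000030114; chromosome 6, 122270596 to 122282882) had 106 (99.2–113) CPM in young and 166 (149.7–184) CPM in old ILC2-like cells, below NK or ILC1-like cells with 261 and 434 CPM. For *Ccr9* (ENSMUSG00000029530; chromosome 9, 123678439 to 123784330), the values were 164 (156–173) and 309 (286–333) CPM, below plasmacytoid dendritic-like cells with 904 (838–974) and 1109 (1031–1191) CPM. Among ILC2-like cells, 85.8% of the young and 78.9% of the old had a *Cd69* UMI (57.8% and 47.5% after thinning), 32.0% and 40.5% a *Klrg1* UMI (9.14% and 16.0%), and 29.4% and 46.4% a *Ccr9* UMI (13.9% and 22.1%). In PT-like cells the percentages were 2.46% and 2.63% for *Cd69* (0.372% and 0.255% after thinning), 0.370% and 0.113% for *Klrg1*, and 0.659% and 0.509% for *Ccr9*. *Ccr4* (ENSMUSG00000047898; chromosome 9, 114490316 to 114504916) had 84 UMIs in 74 young ILC2-like cells, 9.40 (7.50–11.6) CPM, and 2 UMIs in 2 old ones, 0.896 (0.109–3.24) CPM. PT-like cells had no *Ccr4* UMI, which allows up to 0.0261 and 0.0451 CPM, and T-like cells had 4.46 (2.85–6.63) and 2.32 (1.75–3.01) CPM. *Ccr6* (ENSMUSG00000040899; chromosome 17, 8236043 to 8257141) had 3.25 (2.17–4.66) CPM from 11 young and 4.03 (1.84–7.65) CPM from 6 old ILC2-like cells, against 0.122 CPM in young PT-like cells and no UMI in old ones (up to 0.0451 CPM). *Ccr7* (ENSMUSG00000037944; chromosome 11, 99144196 to 99155077) had 1.68 (0.940–2.77) CPM from 7 young and 5.38 (2.78–9.39) CPM from 7 old ILC2-like cells, and 0.660 and 0.361 CPM in PT-like cells. B-like cells had 869 and 366 CPM of *Ccr7*, and T-like cells 133 and 91.9. With ILC2 cells chosen by genes, *Ccr7* had 5.19 CPM in the young library, and *Ccr6* had 0.424 CPM in the old library.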

The S1P receptors *S1pr1* and *S1pr5*, which have been implicated in ILC migration [17], were not expressed by kidney ILC2s (Fig. 3D). 

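*S1pr1* (ENSMUSG00000045092; chromosome 3, 115710433 to 115715072) had 3 UMIs in the 1713 young ILC2-like cells, 0.336 (0.0693–0.982) CPM, an interval that includes the 0.304 (0.212–0.423) CPM of PT-like cells. In the old library it had 16 UMIs in 8 of 407 ILC2-like cells, 7.17 (4.10–11.6) CPM, against 0.225 (0.126–0.372) CPM in PT-like cells. With ILC2 cells chosen by genes in place of clusters, the values were 1.89 CPM (young) and 1.70 CPM (old). T-like cells had 59.4 (53.1–66.3) and 111 (107–116) CPM of *S1pr1*. No *S1pr5* UMI (ENSMUSG00000045087; chromosome 9, 21242912 to 21248443) was found in ILC2-like cells, which allows up to 0.336 CPM in the young and 1.34 CPM in the old library. With the same choice of cells by genes, S1pr5 CPM in ILC2-like cells, young library, was 0.0943, and in the old library it was 4.24. T-like cells had 5.76 (3.91–8.17) and 5.13 (4.27–6.12) CPM of *S1pr5*.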

The flow cytometry analysis confirmed the expression of integrins α4, αv, β7, β1, and αLβ2, as well as CD69, by healthy kidney ILC2s (Fig. 3E). However, KLRG1, integrins αE and α1, CCR4, CCR6, CCR7, and CCR9 exhibited weak or no expression (Fig. 3E). Treatment with FTY720, an S1P receptor agonist, did not affect the frequency of kidney ILCs (Fig. S3A), supporting the absence of S1PR1 or S1PR5 expression (Fig. 3D).

**Fig. 3:**
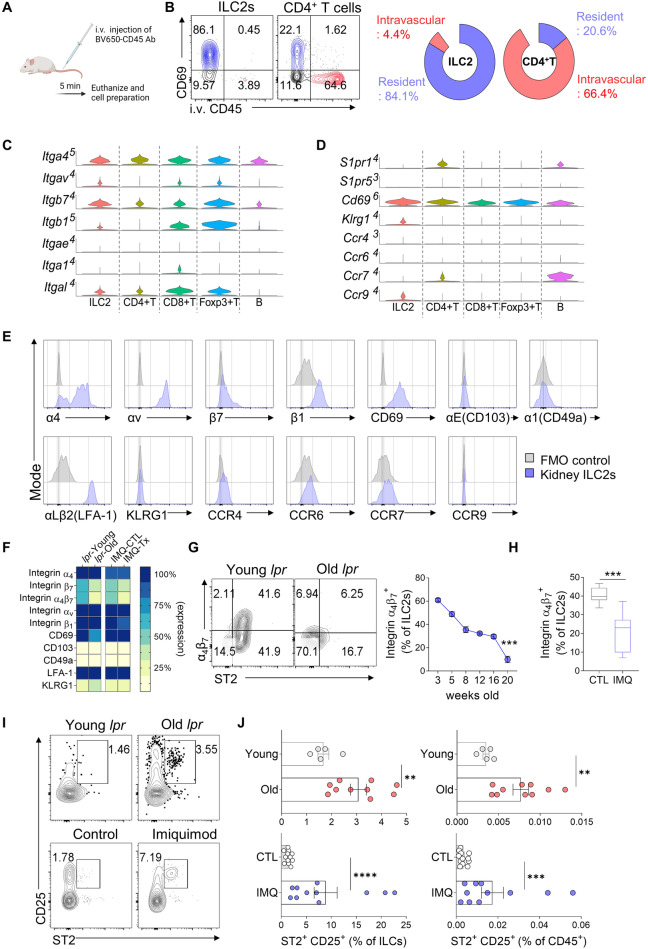
Loss of α4β7 expressing ILC2s in lupus nephritis. **A** Experimental design for intravascular immune cell staining following the tail vein injection of the BV650-CD45 monoclonal antibody. **B** Comparison of resident (CD69^+^ i.v.CD45^−^) and intravascular (CD69^−^ i.v.CD45^+^) cell compositions between ILC2s and CD4^+^ T cells in the naïve kidney (*n* = 4). Violin plot showing the expression of integrins (**C**) and other adhesion- and migration-related molecules (**D**) across lymphocyte clusters according to the scRNA-seq analysis. **E** Representative histogram of flow cytometry data for adhesion- and migration-related molecules evaluated in (**C**, **D**), excluding S1pr1 and S1pr5, overlaid with the FMO controls. **F** Heatmap showing the expression of adhesion molecules assessed using flow cytometry in the MRL-*lpr* and IMQ models, based on the frequency of expressing cells from Fig. 3**G**, **H** and Supplementary Fig. 3B, C. **G**, **H** Frequency of integrin α4β7-expressing kidney ILC2s in the MRL-*lpr* (**G**; *n* = 4–5) and IMQ lupus models (**H**; *n* = 8). **I**, **J** Representative flow cytometry plot (**I**) and frequency of splenic ST2^+^ CD25^+^ ILC2s in the MRL-*lpr* (*n* = 5–10) and IMQ lupus models (*n* = 11–12). All results are shown as the means ± SEMs, and the statistical analysis was performed using the Mann‒Whitney *U* test or Kruskal‒Wallis test. **P < 0.01, ***P < 0.001, and ****P < 0.0001

In the lupus nephritis mouse models (MRL-*lpr* and IMQ models), a significant decrease in the expression of integrin α4β7 by kidney ILC2s was observed (Fig. 3F). This decrease was accompanied by a reduction in the frequency of ILC2s expressing integrin αv and integrin β1 in both models, but not in CD4^+^ T cells (Fig. S3B). Notably, the MRL-*lpr* mice showed a further decrease in integrin α4β7 expression as the disease progressed (Fig. 3G), and the IMQ-treated mice exhibited significantly lower integrin α4β7 expression at sacrifice (Fig. 3H). Additionally, kidney inflammation in MRL-*lpr* mice resulted in reduced expression of the tissue residency marker CD69 by kidney ILC2s (Fig. 3F and Fig. S3C). Thus, lupus nephritis is associated with the loss of integrin α4β7-expressing ILC2s in the kidney, possibly due to ILC2 migration from the inflamed kidney. This notion is supported by the fact that lupus nephritis increased the frequencies of ILC2s expressing CD25 and the IL-33 receptor ST2 in the spleen (Fig. 3I, J). Importantly, the α4β7-expressing kidney ILC2s were functional, as they did not express IL-18Rα, a marker of tissue ILCPs [32–34], but exhibited increased α4β7 expression upon IL-33 stimulation (Fig. S3D).

### Integrin α4β7 retrains kidney ILC2s through adhesion to VCAM-1, fibronectin, and E-cadherin

Publicly available scRNA-seq data from the KidneyCellExplore platform [35] were analyzed to identify the ligands in kidney tissue to which the integrins on kidney ILC2s adhere. *Vcam1, Cdh1* (which encodes E-cadherin), and *Fn1* (fibronectin) were found to be expressed by various kidney compartments, including the nephron epithelium, ureteral epithelium, blood vessels, and interstitial cells (Fig. 4A). However, *Madcam1* was expressed at very low levels in healthy renal tissue (Fig. 4A). Flow cytometry validation of mouse kidney tissues confirmed VCAM-1 and fibronectin expression on endothelial cells, E-cadherin expression on epithelial cells, and low levels of these ligands on other nonimmune cells, while MAdCAM-1 expression was absent (Fig. 4B, C).

**Fig. 4:**
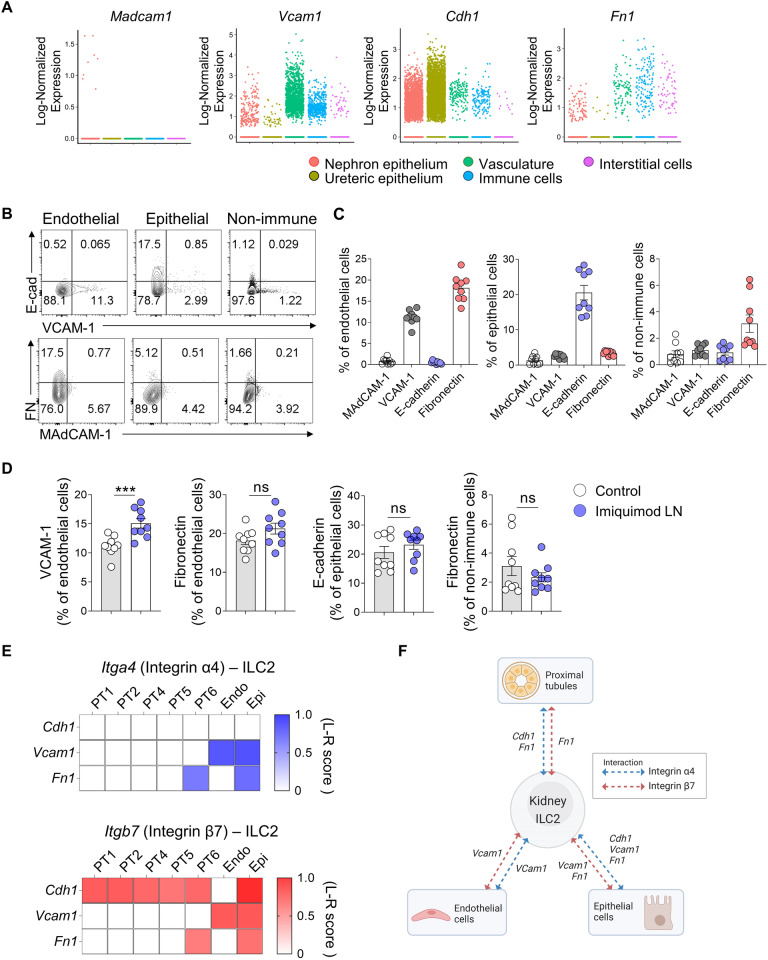
α4β7 integrin mediates kidney ILC2 retention. **A** Expression of *Madcam1*, *Vcam1*, *Cdh1*, and *Fn1* in various clusters of kidney cells from public mouse kidney scRNA-seq data assessed using KidneyCellExplorer (http://cello.shinyapps.io/kidneycellexplorer/). Representative flow cytometry plot (**B**) and frequencies (**C**) of MAdCAM-1, VCAM-1, E-cadherin, and fibronectin expression in endothelial (CD31^+^), epithelial (EpCAM^+^), and other nonimmune cells (CD45^−^ CD31^−^ EpCAM^−^) from the naïve mouse kidney (*n* = 9). **D** Expression of key adhesion molecules in the renal intrinsic cells from the IMQ model (*n* = 9). **E** Receptor‒ligand interactions between ILC2s and renal intrinsic cell clusters through *Itga4* (up) and *Itgb7* (down) expressed on ILC2s, as assessed by calculating the ligand‒receptor score (L-R score) from the analysis using the SingleCellSignalR algorithm. **F** Graphical summary showing the predicted interactions between ILC2s and renal intrinsic cells. All results are shown as the means ± SEMs, and the statistical analysis was performed using the Mann‒Whitney *U* test. ns not significant; ***P < 0.001. E-cad E-cadherin, FN fibronectin, Epi epithelial cells, Endo endothelial cells, PT proximal tubule cells

We then assessed whether the expression of these ligands changed in the IMQ-induced lupus nephritis model. Endothelial cells were more likely to upregulate VCAM-1 in inflamed tissue, but the expression of fibronectin by endothelial cells and nonimmune cells and the expression of E-cadherin by epithelial cells were unchanged (Fig. 4D). This finding suggested that the migration of ILCs from the kidney was due to their downregulation of integrins rather than the downregulation of ligands by the kidney tissue. Considering the involvement of integrin α4β7 in ILC2 migration from the kidney (Fig. 3F–H), we utilized the SingleCellSignalR algorithm [36] to identify potential kidney ligands of *Itga4* (integrin α4) and *Itgb7* (integrin β7) and the corresponding ligand-expressing cells. 

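The score that SingleCellSignalR gives a pair of genes was computed from its published formula on the young library, which the paper used for this step, and on the old library beside it. For a ligand with mean log-normalized expression l in one class and a receptor with mean r in ILC2-like cells, the score is the square root of l times r, divided by the sum of that root and the mean of the whole matrix, which was 0.130 in the young and 0.129 in the old library. Scores of at least 0.5 pass the paper's threshold on this score, and its threshold on the log fold change was not applied here. All combinations of *Itga4* and *Itgb7* with *Vcam1*, *Fn1*, *Cdh1* and *Madcam1* were scored, whether or not the program's own list of pairs holds them. The mean log-normalized expression in young ILC2-like cells was 1.12 for *Itga4* and 0.954 for *Itgb7*.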

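*Vcam1* (ENSMUSG00000027962; chromosome 3, 116109949 to 116129688) had 47 UMIs in 23 of 316 young endothelial-like cells, 22.4 (16.5–29.8) CPM, and 51 UMIs in 15 of 124 young other epithelium-like cells, 28.5 (21.2–37.5) CPM. Young PT-like cells had 82 UMIs, 0.713 (0.567–0.884) CPM. B-like cells, the background for genes of kidney cells, had no *Vcam1* UMI, which allows up to 2.02 CPM. The score of *Itga4* on ILC2-like cells with *Vcam1* was 0.713 for endothelial-like, 0.747 for other epithelium-like and 0.364 for PT-like cells. Among the PT-like clusters cluster 10 alone passed 0.5, at 0.506. Of the other epithelium-like clusters, cluster 18 scored 0.777, and cluster 27, with 35 young cells and no *Vcam1* UMI, scored 0. *Fn1* (ENSMUSG00000026193; chromosome 1, 71585520 to 71653200) had 30 UMIs in 4 young other epithelium-like cells, 16.8 (11.3–24.0) CPM. It had 71 UMIs in PT-like cells, 0.617 (0.482–0.778) CPM, of which 24 were in cluster 20, and 1 in endothelial-like cells. No *Fn1* UMI was found in B-like cells. Of the named classes, young macrophage or monocyte-like cells had the most *Fn1*, with 1307 UMIs in 111 of 372 cells, 388 CPM. They also had 32 *Vcam1* UMIs in 12 cells. The count of 0 in B-like cells allows up to 2.02 CPM, so it does not exclude free *Fn1* RNA in PT-like cells. Whether doublets with macrophages or monocytes gave ligand UMIs to the kidney classes was not tested. The score with *Fn1* was 0.600 for other epithelium-like, 0.337 for PT-like and 0.252 for endothelial-like cells. Among the PT-like clusters only cluster 20, at 0.568, passed 0.5. Of the other epithelium-like clusters, cluster 18 scored 0.639, and cluster 27 had no *Fn1* UMI and scored 0. *Cdh1* (ENSMUSG00000000303; chromosome 8, 106603351 to 106670246) had 328 UMIs in 80 other epithelium-like cells, 183 (164–204) CPM, and 1165 UMIs in 904 PT-like cells, 10.1 (9.55–10.7) CPM. Endothelial-like cells had 8 and B-like cells 1. The score with *Cdh1* was 0.880 for other epithelium-like, 0.679 for PT-like, 0.497 for endothelial-like and 0.326 for B-like cells. *Madcam1* (ENSMUSG00000020310; chromosome 10, 79664559 to 79668537) had 2 UMIs in other epithelium-like cells and none in endothelial-like and PT-like cells. The score of *Itga4* with *Madcam1* in other epithelium-like cells was 0.417. At a limit of 10% mitochondrial UMIs, the setting with the largest change of a score, other epithelium-like cells had no UMI of *Vcam1* or *Fn1* left and both scores were 0, though cells may have been regrouped, and the endothelial-like score with *Cdh1* rose to 0.645. A UMI of *Vcam1* was found in 7.28% of endothelial-like, 12.1% of other epithelium-like and 1.06% of PT-like cells (1.32%, 2.48% and 0.0971% after thinning, which left out 12, 3 and 45 cells). The median depth was 5547.5 UMIs in endothelial-like, 12070.5 in other epithelium-like and 3825 in B-like cells.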

The analysis suggested that epithelial cells expressed *Vcam1*, *Fn1*, and *Cdh1*; endothelial cells expressed *Vcam1*; and proximal tubule cells expressed *Fn1* and *Cdh1* (Fig. 4E). Thus, the maintenance of ILC2 residency in healthy kidneys is estimated to be largely mediated by integrin α4β7 binding to VCAM-1 on endothelial cells and epithelial cells and to fibronectin on epithelial cells and proximal tubule cells (Fig. 4F).

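The scores of *Itgb7* in young ILC2-like cells with *Vcam1* were 0.697 in endothelial-like, 0.732 in other epithelium-like and 0.346 in PT-like cells. With *Fn1* they were 0.581 in other epithelium-like, 0.319 in PT-like and 0.237 in endothelial-like cells, and 0.548 in PT-like cluster 20. With *Cdh1* they were 0.871 in other epithelium-like, 0.662 in PT-like and 0.477 in endothelial-like cells. Of the young other epithelium-like clusters, cluster 18 scored 0.763 with *Vcam1* and 0.621 with *Fn1*, and cluster 27 scored 0 with both. Young B-like cells scored 0.309 with *Cdh1* and 0 with *Vcam1* and *Fn1*. In the old library, with 24 endothelial-like cells, *Itgb7* with *Vcam1* scored 0.882 in endothelial-like, 0.777 in other epithelium-like and 0.629 in PT-like cells. The old PT-like cells had 675 *Vcam1* UMIs in 158 cells, 10.1 (9.40–10.9) CPM. Old macrophage or monocyte-like cells had 379 *Vcam1* UMIs in 32 cells, 52.7 CPM, and 2323 *Fn1* UMIs in 143 cells, 323 CPM. *Fn1* scored 0.541 in old other epithelium-like and 0.397 in old PT-like cells. Old PT-like cluster 20 did not pass 0.5 with *Fn1*, at 0.347 (0.358 with *Itga4*), from 1 UMI in 40 cells. Cluster 8 passed instead, at 0.538 (0.549 with *Itga4*), and cluster 15 passed with *Itga4* only, at 0.506. Old B-like cells, the background, scored 0.469 with *Vcam1*, from 4 UMIs in 2 cells, and 0.321 with *Fn1*, from 1 UMI, and with *Itga4* these scores were 0.480 and 0.332. At a limit of 10% mitochondrial UMIs, *Itgb7* with *Vcam1* or *Fn1* scored 0 in young other epithelium-like cells. From the predicted pairs, the paper estimates that residency of ILC2s in the healthy kidney rests largely on integrin α4β7, which binds VCAM-1 on endothelial and epithelial cells and fibronectin on epithelial and proximal tubule cells (Fig. 4F).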

### Integrin α4β7-mediated adhesion and migration of renal ILC2s are mediated by their corresponding ligands

The α4β7-mediated adhesion of healthy renal ILC2s to various ligands was then assessed *via* adhesion assays. Thus, the sorted renal ILC2s were incubated on ligand-coated plates and imaged under physiological conditions (Fig. 5A). The cells adhered most strongly to VCAM-1, followed by fibronectin and MAdCAM-1, while adhesion to E-cadherin was relatively weak (Fig. 5B). Live-cell imaging revealed that renal ILC2s displayed static adhesion to E-cadherin but exhibited vigorous adhesion to VCAM-1, fibronectin, and MAdCAM-1 (Fig. 5C, D, and Movies S1–4). The movement was fastest, and the cells ranged most widely from their starting point on MAdCAM-1 (Fig. 5E). These data, together with those in Fig. 4, suggest that integrin α4β7^+^ ILC2s can attach to renal endothelial cells *via* VCAM-1, to epithelial cells *via* VCAM-1 and fibronectin, and/or to proximal tubule cells *via* fibronectin. However, the ILC2s in the kidney are nonetheless able to bind to and migrate quickly on MAdCAM-1-expressing cells, which are absent in normal and lupus kidneys (Fig. 4B–D). While cell adhesion and movement may not always correspond to the same ligands, we hypothesized that cells adhering to any ligand contribute to the dynamic patrolling of ILC2s, thereby contributing to tissue immune homeostasis.

**Fig. 5:**
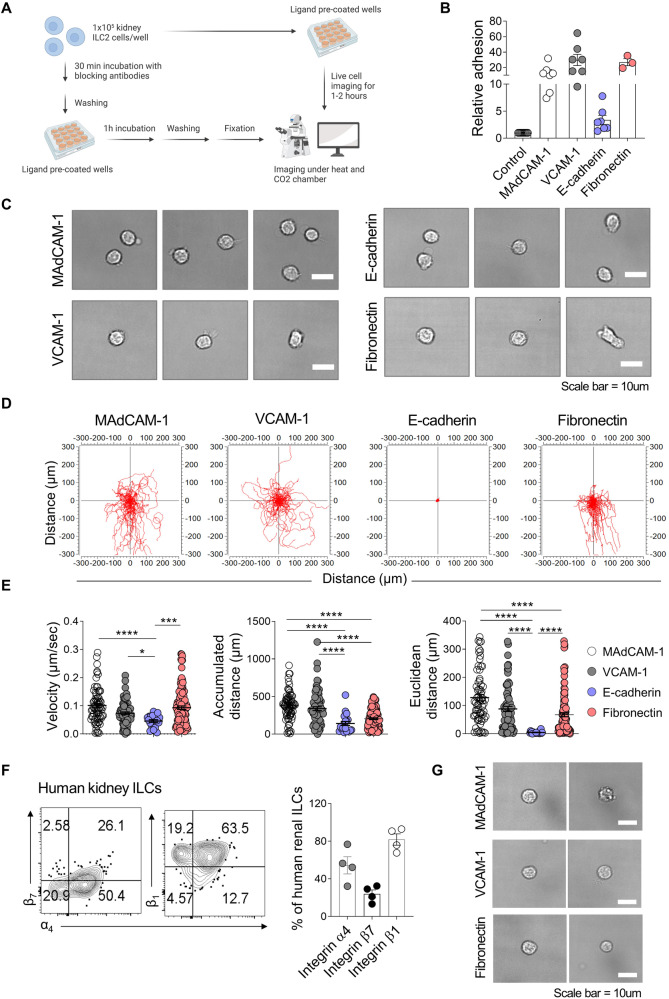
Integrin α4β7 guides renal ILC2 adhesion and migration. **A** Experimental design for evaluating the adhesion of kidney ILC2s to prospective ligands expressed on renal tissues using live cell imaging. **B** Relative adhesion of ILC2s to the ligands compared to the control group (control, *n* = 10; MAdCAM-1, VCAM-1, and E-cadherin, *n* = 7; fibronectin, *n* = 3). **C** Images of ILC2s adhered to ligand-coated plates. Scale bars, 10 μm. **D** Trajectories of the ILC2s tracked over time on ligand-coated plates. **E** Velocity, accumulated distance, and Euclidian distance of the ILC2 trajectory on ligand-coated plates. **F** Expression of integrin α4β7 and β1 in human kidney ILCs (*n* = 4). **G** Images of human blood ILCs adhered to ligand-coated wells. Scale bars, 10 μm. All results are shown as the means ± SEMs, and the statistical analysis was performed using the Kruskal‒Wallis test. ns not significant, *P < 0.05; ***P < 0.001; and ****P < 0.0001

ILCs were sorted from normal kidney tissue obtained from patients who underwent resection for renal tumors and subjected to flow cytometry to test whether the same adherence mechanisms occur in normal human kidneys. Indeed, human kidney ILCs also expressed high levels of integrin α4, β1, and β7 (Fig. 5F), and human blood ILCs adhered to MAdCAM-1, VCAM-1, and fibronectin (Fig. 5G).

### TLR7 and TLR9 signaling reduces integrin expression in kidney ILC2s, whereas IL-33 stimulation increases integrin expression

We investigated the impact of TLR7 and TLR9 signaling on the expression of integrins in kidney ILC2s during inflammation, which is associated with the pathogenesis of autoimmune kidney diseases driven by autoantibodies [37, 38]. Initially, we expanded normal kidney ILC2s, and subsequently these cells were exposed to TLR agonists. While integrin α4 expression remained unchanged (Fig. S4A), the TLR7 agonist (ssRNA40) and the TLR9 agonist (ODN1826) reduced the expression of both integrin β7 and β1 (Fig. S4B, C). Thus, TLR7 and TLR9 signaling reduced ILC2 expression of integrins that may be involved in the retention of these cells in the kidney.

The administration of IL-33 to wild-type mice resulted in increased expression of integrins α4, β7, and β1 in renal ILC2s in vivo (Fig. S4D), suggesting a role for IL-33-ST2 in enhancing the expression of integrin α4β7 and opposing the effect of TLR7/9 signaling. We next asked whether TLR7 stimulation affected the upregulation of integrin expression by IL-33 (Fig. 6A). The flow cytometry analysis of kidney ILC2s revealed that IMQ treatment significantly reduced the IL-33-induced upregulation of integrin α4β7 expression in kidney ILC2s in vivo (Fig. 6B, C). Moreover, IMQ treatment significantly reduced the frequency of kidney ILC2s (Fig. 6D). Thus, IL-33 increased integrin expression on kidney ILC2s in vivo, while the TLR7 agonist IMQ reversed this effect and promoted the loss of ILC2s from the kidney.

**Fig. 6:**
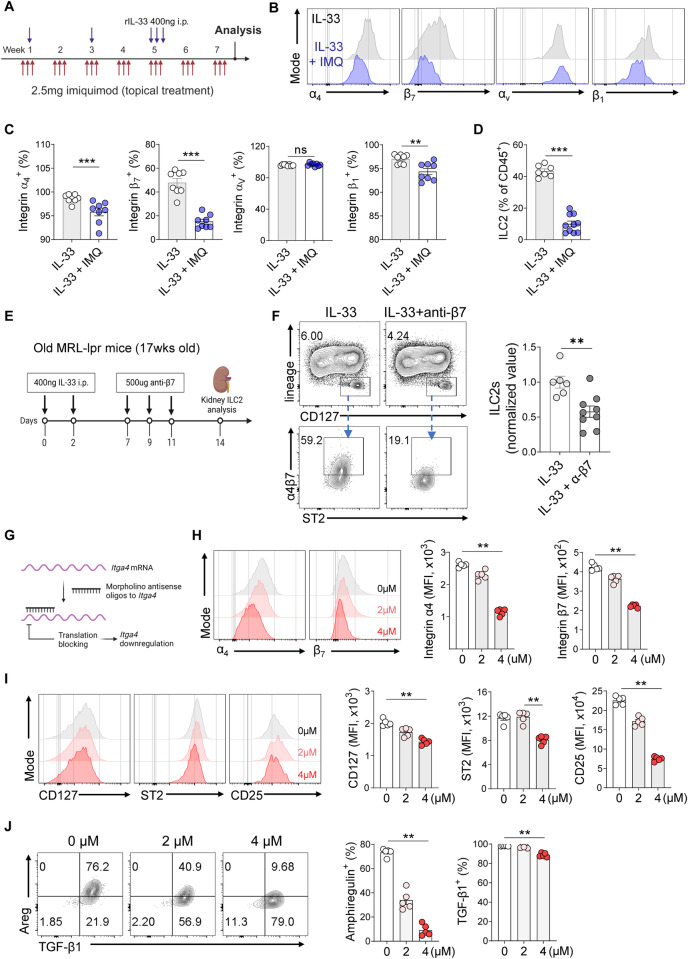
Reduced integrin expression in kidney ILC2s *via* TLR7/9. **A** Experimental protocol for in vivo TLR7 agonist treatment of IL-33-treated mice. Representative histograms (**B**) and frequencies (**C**) of integrin α4-, β7-, αv-, and β1-expressing ILC2s in IL-33-treated mice exposed to IMQ (*n* = 8). **D** Frequency of ILC2s in recombinant IL-33-treated mice exposed to IMQ (*n* = 8). **E** Experimental design for blocking integrin β7 in recombinant IL-33-treated old MRL-*lpr* (17 weeks old) mice. **F** Representative flow cytometry plot of ILCs and their frequencies after blocking integrin β7 in recombinant IL-33-treated old lpr mice (*n* = 6–9). **G** Graphical scheme of Itga4 MO-mediated downregulation of gene expression. **H** Expression (MFI) of integrin α4 and β7 after Itga4 MO transfection of kidney ILC2s (*n* = 5). **I** Expression (MFI) of CD127, ST2, and CD25 after Itga4 MO transfection of kidney ILC2s (*n* = 5). **J** Frequencies of AREG and TGF-β1 induced by Itga4 MO in kidney ILC2s (*n* = 5). All results are shown as the means ± SEMs, and the statistical analysis was performed using the Mann‒Whitney *U* test or Kruskal‒Wallis test. ns not significant; **P < 0.01; and ***P < 0.001

We explored the role of the transcription factor LRF (encoded by *Zbtb7a*), considering potential parallels with T cells, where LRF has been associated with integrin α4β7 expression [39], to understand how TLR7 influences the downregulation of integrin α4β7 expression in ILC2s. Initially, we confirmed the expression of *Zbtb7a* in ILC2s using publicly available single-cell RNA sequencing data and noted that *Zbtb7a* was upregulated by IL-33, consistent with the expression patterns of *Itga4* and *Itgb7* (Fig. S4E). Notably, in the IMQ-induced model, we observed a significant decrease in LRF protein expression (Fig. S4F). Furthermore, upon treatment of lung ILC2s with ssRNA40, downregulation of *Itga4*, *Itgb7*, and *Areg* expression was observed concomitant with decreased *Zbtb7a* expression (Fig. S4G). Finally, we observed a positive correlation between the expression of LRF and integrin β7 in both control and IMQ-treated kidneys, providing further evidence for the proposed TLR7-LRF-integrin α4β7 axis in ILC2s during renal inflammation (Fig. S4H).

Old MRL-*lpr* mice were treated with IL-33 to expand the ILC2s, and an integrin β7-blocking antibody was administered to confirm that the disappearance of ILC2s from the kidney was driven by the loss of integrin α4β7 (Fig. 6E). The analysis of kidney ILC2s revealed that blockade of integrin β7 reduced the frequency of ILC2s in the kidney (Fig. 6F). Together, these findings provide further support for the notion that integrin α4β7 mediates the retention of ILC2s in the kidney and that TLR7/9 stimulation of ILC2s reduces the LRF-induced expression of integrin α4β7 in kidney ILC2s, consequently promoting ILC2 migration from the kidney.

### Integrin α4β7 knockdown in kidney ILC2s impairs cytokine and receptor expression

We used *Itga4*-targeting antisense morpholino oligonucleotides (MOs) [40] to specifically knock down integrin α4β7 in expanded ILC2s and investigate the role of integrin expression in kidney ILC2s in lupus nephritis (Fig. 6G). Intriguingly, as the MO concentration increased and integrin expression in the ILC2s decreased (Fig. 6H), the cells exhibited progressively lower levels of cytokine receptors that are crucial for ILC2 function, namely, CD127 (IL-7Rα), ST2 (IL-33R), and CD25 (IL-2Rα) [41–43] (Fig. 6I). This reduction in receptor expression correlated with decreased secretion of the conventional ILC2 cytokines IL-5 and IL-13 (Fig. S5A), as well as Areg and TGF-β1 (Fig. 6J). Notably, the impact on Areg secretion was particularly pronounced (Fig. 6J). We conducted similar experiments on CD4^+^ T cells from normal kidneys to assess the specificity of integrin α4β7 knockdown in ILC2s. Despite the reduction in integrin expression in CD4^+^ T cells, it did not affect the secretion of cytokines by these cells (Fig. S5B, C).

Notably, our scRNA-seq analysis revealed the expression of the tissue repair and regulatory cytokines Areg and TGF-β1 in renal ILC2s, with ILC2s serving as the primary cellular source of Aregs (Fig. 1L). While renal ILC2s are capable of alleviating inflammation through Areg secretion, persistent exposure to TLR stimulation in the context of autoimmune renal inflammation ultimately results in the downregulation of integrin α4β7 expression in ILC2s, leading to a decrease in Areg expression and the subsequent migration of ILC2s out of the kidney.

### IL-33-mediated expansion of kidney-resident ILC2s improves survival and renal function in models of lupus nephritis

IL-33 treatment induced the upregulation of integrin α4β7 expression in kidney ILC2s (Figs. S3D and S4D), suggesting a potential role for IL-33 in enhancing ILC2 retention in the kidney. Building on our previous findings implicating integrins in ILC2 renal retention and lupus nephritis pathogenesis, we aimed to investigate the potential of IL-33 treatment to improve the progression of lupus nephritis (Fig. 7A). The results showed that IL-33 treatment improved the survival of IMQ-treated mice (Fig. 7B). Although it did not significantly reduce spleen weight or anti-dsDNA levels (Fig. S6A, B), IL-33 treatment ameliorated kidney inflammation, as evidenced by decreased serum creatinine levels (Fig. S6C), a reduced glomerular size in the IL-33-treated IMQ group (Fig. 7C), and decreased tissue levels of proinflammatory cytokines (IFN-γ, IL-17A, and CCL2) (Fig. 7D). Furthermore, IL-33 treatment was associated with an increased frequency of ILCs, but not Tregs or macrophages, in the kidney (Fig. 7E and Fig. S6D, E), accompanied by elevated expression levels of the integrins α4 and β7 (Fig. 7F, G).

**Fig. 7:**
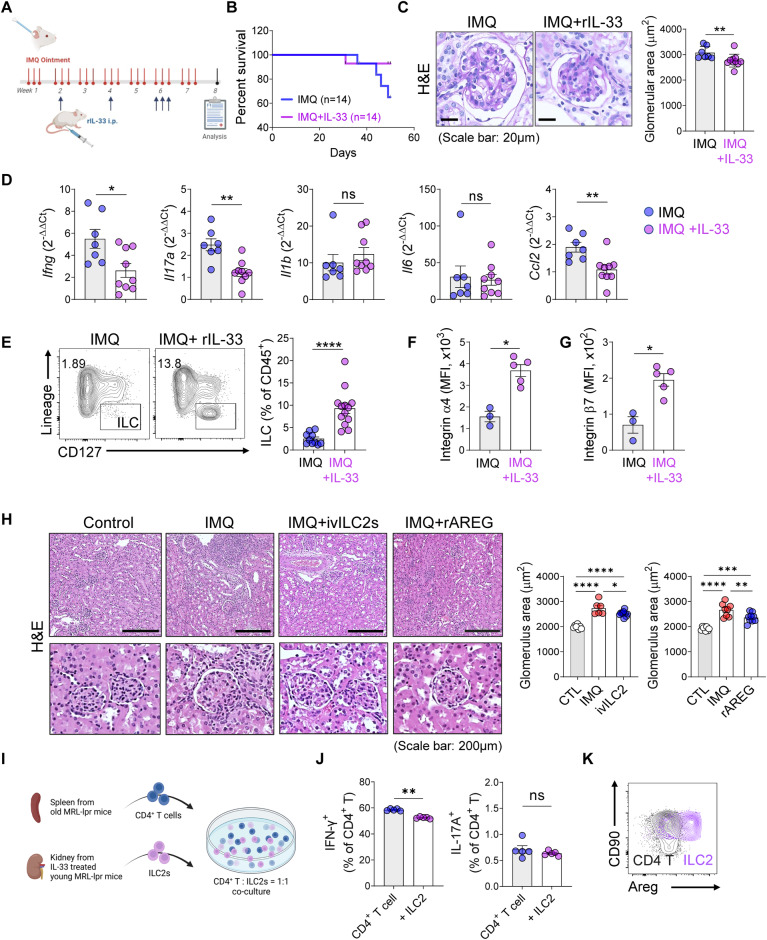
IL-33 enhances kidney ILC2s and renal function in lupus nephritis. **A** Experimental design of in vivo ILC2 expansion in the IMQ model. **B** Survival kinetics of the IL-33-treated IMQ model mice (*n* = 14). **C** Glomerular size in the IL-33-treated IMQ model mice was assessed using H&E staining (*n* = 7–10). **D** Gene expression levels of *Ifng, Il17a, Il1b, Il6*, and *Ccl2* in renal tissue were quantified using RT‒qPCR (*n* = 7‒9). **E** Frequencies of ILCs in the IMQ model mice after IL-33 treatment (*n* = 10–13). **F**, **G** Flow cytometry analysis of the expression of integrin α4 (**F**) and β7 (**G**) in kidney ILC2s (*n* = 3–5). **H** Glomerular size in the ILC2 adoptive transfer (ivILC2) or rAREG treated IMQ model mice was assessed using H&E staining (*n* = 6–11). **I** Experimental design of the in vitro assay in which splenic CD4^+^ T cells from old MRL-*lpr* mice and IL-33-treated kidney ILC2s from young MRL-*lpr* mice were cocultured. **J** Frequencies of IFN-γ and IL-17A in splenic CD4^+^ T cells from old MRL-*lpr* mice cocultured with IL-33-treated kidney ILC2s from young MRL-*lpr* mice. **K** Comparison of Areg expression between ILC2s and CD4^+^ T cells from cocultures (*n* = 5). All results are shown as the means ± SEMs, and the statistical analysis was performed using the Mann‒Whitney *U* test or Kruskal‒Wallis test. ns not significant; *P < 0.05; **P < 0.01; and ****P < 0.0001

We transferred ILC2s and administered recombinant Areg (rAreg) to IMQ-treated mice to validate the direct role of ILC2s and their production of Areg. Due to the limited availability of kidney ILC2s, lung ILC2s were utilized following confirmation of their Areg expression. In the ILC2 transfer and recombinant Areg treatment experiments, the systemic parameters of autoimmune diseases remained unaffected by the treatments (Fig. S7A, C). However, subtle alterations were observed in kidney function markers, including serum BUN and Cr levels (Fig. S7B, D). Notably, tissue inflammation and the glomerular area were significantly reduced by both ILC2 transfer and rAreg treatment (Fig. 7H). These findings, in addition to those of IL-33 treatment experiments, provide direct evidence supporting the Areg-dependent regulation of kidney inflammation mediated by ILC2s.

Considering the tissue-regenerative and inflammation-suppressive properties of Areg, we aimed to investigate whether Areg secreted by ILC2s could regulate the activity of T cells involved in renal inflammation. We cocultured splenic CD4^+^ T cells isolated from old MRL-*lpr* mice, which exhibit elevated levels of inflammatory cytokines, with IL-33-treated renal ILC2s from young MRL-*lpr* mice to address this issue (Fig. 7I). This coculture resulted in a decrease in inflammatory cytokine production by CD4^+^ T cells (Fig. 7J). Notably, Areg production was predominantly attributed to ILC2s rather than to CD4^+^ T cells under these coculture conditions (Fig. 7K). This result further supports the notion that targeting the IL-33-ILC2 pathway and harnessing Areg production could have therapeutic potential for controlling renal inflammation.

## Discussion

In this study, we revealed the pivotal role of ILC2 adhesion in maintaining renal homeostasis. Healthy kidney ILC2s maintain their residency in the kidney by adhering to renal-intrinsic cells *via* integrin α4β7 binding to VCAM-1, fibronectin, and E-cadherin. However, in the context of lupus nephritis, the downregulation of integrin α4β7 on renal ILC2s, which is induced by TLR7/9 activation, disrupts their adhesion to the kidney and promotes their migration to the circulation. Notably, the loss of integrin α4β7 signaling in renal ILC2s also reduces the production of cytokines, particularly Areg. As lupus nephritis progresses, the decreased expression of integrin α4β7 on renal ILC2s leads to a decrease in Areg production, potentially impairing the ability of these cells to suppress the production of inflammatory cytokines by renal CD4^+^ T cells and contributing to renal inflammation. However, treatment with exogenous IL-33 restores integrin α4β7 expression in ILC2s, mitigating these effects. Our findings revealed a novel TLR7/9/IL-33-integrin α4β7 signaling mechanism that regulates the maintenance and activity of tissue-resident ILC2s in the kidney microenvironment.

The possibility that lupus nephritis is associated with the migration of ILC2s from the kidney is based on our in vivo model. We observed a significant decrease in kidney ILC2 numbers in mice with IMQ-induced lupus nephritis compared to those in age-matched control mice. However, the proliferation and apoptosis indices of kidney ILC2s in lupus nephritis mice were similar to those in the control group. In the MRL-*lpr* model, we also observed a decrease in kidney ILC2 numbers as the disease progressed compared to those in age- and background-matched MRL-MpJ mice.

The reduced expression of integrin α4β7 seemed to mediate the loss of kidney ILC2s in lupus nephritis in our study. Although adhesion molecules are well known for their involvement in lymphocyte attachment and cell-to-cell interactions in tissue homeostasis and inflammation [44, 45], little is currently known about their roles in ILCs. One study showed that integrin β2 expression mediates the trafficking of bone marrow-derived ILC2s to the lung and that this trafficking process is upregulated by allergen challenge [18]. However, the specific mechanisms involved are poorly understood, and even less is known about the role of adhesion molecules in ILC behavior in homeostatic or inflamed kidneys. Thus, our findings provide new insights for this field. Our algorithmic analysis of single-cell RNA sequencing data, flow cytometry data, and adhesion assays also suggested that the retention of ILC2s in healthy kidneys is mediated by their integrin α4β7-mediated attachment to VCAM-1 on endothelial cells, VCAM-1 and fibronectin on epithelial cells, and/or fibronectin on proximal tubule cells. Interestingly, live-cell imaging revealed that kidney ILC2s moved rapidly and over long distances when they were cultured on VCAM-1 or fibronectin. This dynamic ILC2 behavior has also been observed in vivo using ILC2s from lung and skin tissue and was reported to be due to their interactions with extracellular matrix components such as collagen and fibronectin [46, 47]. This dynamic behavior suggests that kidney ILC2s actively patrol local sites.

TLR signaling originating from the microenvironment of lupus nephritis may directly regulate the expression of integrin α4β7 in kidney ILC2s. Our study showed that TLR7/9 signaling, which is upregulated in autoimmune kidney inflammation, suppressed integrin α4β7 expression, while exogenous IL-33-mediated signaling increased the expression of this integrin. Notably, two previous studies have shown that *Salmonella* or viral infection downregulates integrin α4β7 expression in CD8^+^ T cells in the gut by inducing TLR7/9 signaling in these cells [48, 49]. This finding suggests potential conservation of the mechanisms regulating integrin α4β7 expression between ILC2s and CD8^+^ T cells. After considering this shared phenomenon, we hypothesized that LRF may contribute to integrin α4β7 downregulation in ILC2s. Nie et al. reported that the transcription factor LRF promotes the expression of integrin α4β7 in CD8αα^+^ intraepithelial lymphocyte precursors [39]. They elucidated that LRF binds to the *Itgb7* locus, thereby modulating its upregulation. We also found that LRF expression was downregulated by lupus conditions in vivo and the TLR7 agonist ssRNA40, suggesting shared mechanisms involving TLR7-LRF-integrin α4β7 signaling. However, different machinery may govern integrin α4β7 expression in CD4^+^ T cells, as our results showed its upregulation during lupus nephritis.

Notably, our study revealed a significant impact of integrin α4β7 expression on the function of kidney ILC2s. Specifically, we observed that downregulation of integrin α4β7 using *Itga4* MO led to a substantial reduction in the production of cytokines by ILC2s in vitro, particularly Areg. This finding highlights the crucial role of integrin α4β7 in modulating the functional capabilities of kidney ILC2s, which has not been reported previously. However, the precise mechanisms by which integrin α4β7 influences Areg expression and its associated signaling pathways remain elusive. Understanding these intricate mechanisms will provide valuable insights into the regulation of Areg production in kidney ILC2s and its potential impact on tissue repair and immune modulation.

Previous studies have shown that adoptive transfer or IL-33-mediated expansion of ILC2s can reduce inflammation in the kidney [6–8]. Our scRNA-seq analysis revealed that ILC2s are the primary immune cell type expressing *Areg* in renal tissue. Areg, a ligand for the epidermal growth factor receptor, is produced by various cell types, including epithelial, mesenchymal, and immune cells. Areg is renowned for its capacity to promote tissue repair during inflammation and to reduce inflammation [50]. Studies in the lung and intestine have highlighted the role of ILC2s in the secretion of Areg, which contributes to epithelial cell repair [21, 22]. Additionally, our coculture experiment indicated that IL-33-stimulated kidney ILC2s from young MRL-*lpr* mice produced significant amounts of Areg and directly reduced the production of inflammatory cytokines by T cells from old MRL-*lpr* mice. Crucially, treatment of IMQ-induced lupus mice with Areg resulted in a reduction in the glomerular area and inflammation. This finding is consistent with a recent study reporting severe pristane-induced lupus nephritis in *Areg* knockout mice [23]. Thus, a plausible hypothesis is that kidney ILC2s produce Areg during lupus nephritis to promote tissue repair and suppress local inflammation.

Finally, we showed that treatment with IL-33, which upregulates both integrin α4β7 and Areg expression in kidney ILC2s, led to reduced mortality in the IMQ-induced lupus nephritis model. This protective effect correlates with diminished renal inflammation and an increased presence of renal ILC2s. Furthermore, IL-33 treatment of IMQ-treated mice decreased the tissue levels of inflammatory cytokines, which was primarily attributed to T cells, according to our scRNA-seq data. Although IL-33 treatment induces the expansion of other IL-33 receptor-expressing immune cells, such as Tregs and alternatively activated macrophages, our findings emphasize the dominant expansion of ILC2s by IL-33 and indicate that ILC2s reduce renal inflammation. These findings align with previous studies highlighting the protective effects of IL-33 treatment or adoptive transfer of ILC2s on glomerulonephritis [6–8]. Hence, integrin α4β7, particularly in conjunction with its downstream product Areg, plays a pivotal role in the renal protection conferred by kidney ILC2s.

In summary, our study highlights the crucial involvement of integrin α4β7 in mediating the tissue retention and functional capacity of ILC2s, including their ability to produce Areg. The regulation of integrin α4β7 expression by TLR signaling within the kidney represents a promising avenue for developing novel therapeutic approaches targeting lupus nephritis and potentially other autoimmune kidney diseases. Strategies aimed at transferring appropriately adherent ILC2s or increasing the number of kidney-resident ILC2s also hold potential as cell-based therapies. Further research in this area will be instrumental in advancing our understanding and developing effective interventions.

## Materials and methods

### Mouse strains

MRL-MpJ and MRL-*lpr* (MRL/MpJ-*Fas*^*lpr*^/J) mice were obtained from The Jackson Laboratory (CA, USA) and Japan SLC (Shizuoka, Japan). BALB/c mice were acquired from Koatech (Gyeonggi-do, Korea). Female mice were used for all experiments, unless specified otherwise. All mice were bred and maintained under specific pathogen-free conditions at the Seoul National University Hospital Biomedical Research Institute and Gachon University Lee Gil Ya Cancer and Diabetes Institute Mouse Facility.

### Human participants

Human kidney tissues were obtained from patients with renal cell carcinoma (*n* = 3) and urothelial carcinoma (*n* = 1) who underwent nephrectomy. Only tissues without pathological changes were included in the analysis. Human blood samples were collected from healthy volunteers.

### Murine models of lupus nephritis

In the MRL-*lpr* spontaneous lupus mouse model, 5–8-week-old MRL-*lpr* female mice (Young *lpr*) were used as a control or mildly diseased group, while >16-week-old female MRL-*lpr* mice (Old *lpr*) served as the severely diseased group. MRL-MpJ mice of corresponding ages were used as background control mice for MRL-*lpr* mice. In the IMQ-induced model, lupus nephritis was generated by IMQ treatment according to previously described methods [25–27]. Briefly, the inner ears of 6–8-week-old female BALB/c mice were epicutaneously treated with 2.5 mg of IMQ cream (Aldara^TM^ cream, Donga ST) three times a week for 7 weeks. Age-matched untreated mice served as a control group. The mice were euthanized at week 8, unless specified otherwise. Systemic autoimmunity and renal involvement in the model mice were monitored by collecting blood, spleen and kidney samples before and after euthanasia.

### Tissue preparation and cell isolation

Mice were euthanized under isoflurane anesthesia. Whole kidneys were harvested and stored in cold PBS for less than 30 min until further processing. The tissues were then dissociated into small pieces using razor blades and incubated with digestion solution (collagenase IV (1 mg/ml; Worthington, LS004189) and DNase I (50 µg/ml; Sigma, DN25)) in RPMI 1640 media (Welgene, L0948-500) supplemented with 10% FBS (Biowest, S1480) for 30 min at 37 °C. Single cells were obtained by filtering the solution through 40 μm strainers. Renal leukocytes were further enriched by density-gradient separation. Total kidney cells were resuspended in a 40% Percoll solution (GE Healthcare, 17-0891-01) and layered on top of an 80% Percoll solution. After centrifugation at 2000 rpm for 30 min, cells were collected from the layer between the 40 and 80% Percoll solutions. Red blood cells were removed using RBC lysis buffer (Biolegend, 420302), and the cells were washed with FACS buffer (2% FBS in PBS) for use in further experiments.

### In vivo TLR7 agonist treatment in an IL-33-treated model

Recombinant IL-33 (400 ng; Biolegend, 580508) was administered intraperitoneally at weeks 1, 3 and 5. For the IMQ and IL-33 cotreatment group, 2.5 mg of IMQ was administered three times a week for 8 weeks.

### Integrin β7-blocking antibody treatment of MRL-*lpr* mice

Seventeen-week-old MRL-*lpr* mice received a treatment regimen consisting of 400 ng of recombinant IL-33 on Days 2 and 4, followed by the administration of 500 µg of an integrin β7-blocking antibody (BioXCell, BE0062) on Days 7, 9, and 11. Kidney tissues were harvested on Day 14 for the evaluation of tissue-resident ILC2 numbers.

### Recombinant IL-33 treatment of the IMQ-induced model

IMQ-induced model mice were treated with recombinant IL-33 (400 ng) in Weeks 2 and 4, and three times in Week 6. The mice were euthanized at Week 8 for further analysis.

### Adoptive transfer of ILC2s in the IMQ-induced model

ILC2s isolated from lung tissues were cultured and expanded in complete RPMI 1640 medium supplemented with 10 ng/ml IL-2 (BioLegend, 575404), 10 ng/ml IL-7 (BioLegend, 577804), and 30 ng/ml IL-33 (BioLegend, 580508). Subsequently, 1 × 10^6^ ILC2s were transferred on the first day of Weeks 2, 4, and 6. The mice were euthanized at the end of Week 6 for further analysis.

### Recombinant amphiregulin treatment of the IMQ-induced model

Recombinant amphiregulin (10 μg; R&D Systems, 989-AR-100/CF) was administered twice weekly for 5 weeks in the IMQ-induced model. The mice were euthanized at the end of Week 6 for further analysis.

### Flow cytometry analysis

Single cells were initially stained with Zombi-Aqua (BioLegend, 423102) to exclude dead cells from the analysis. Subsequently, the cells were incubated with Fc receptor blocking reagent (anti-mouse antibody from Biolegend (101320) or anti-human antibody from BD Biosciences (564219)) for 10 min on ice. The cells were further stained for 30 min with combinations of fluorochrome- or biotin-conjugated monoclonal antibodies (all from Biolegend, unless indicated otherwise) against mCD45 (clone: 30-F11), mCD11b (M1/70, BD Biosciences), mCD11c (HL3, BD Biosciences), mCD19 (1D3/CD19), mCD3ε (145-2C11), mCD49b (DX5), mF4/80 (BM8), mCD127 (A7R34), mCD90.2 (30-H12), mIL-33R (RMST2-33, Invitrogen), mCD25 (PC61), mCD49d (9C10), mCD51 (RMV-7), h/m integrin β7 (FIB504), mCD29 (HMβ1-1), mLPAM-1 (DATK32), mCD69 (H1.2F3), mCD103 (2E7), r/m CD49a (Ha31/8, BD Biosciences), mCD11a/CD18 (H155-78), h/m KLRG1 (2F1/KLRG1), mCD194 (2G12), mCD196 (29-2L17), mCD197 (4B12), mCD199 (9B1), mCD218a (A17071D), mCD4 (GK1.5), mCD31 (390), CD326 (G8.8), CD106 (429 (MVCAM.A)), h/m CD324 (DECMA-1), mMAdCAM-1 (MECA-367), fibronectin (F14, abcam), hCD45 (HI30), hCD11b (ICRF44), hCD11c (3.9), hCD14 (HCD14), hCD19 (HIB19), hCD3 (UCHT1), hCD49b (P1E6-C5), hFcεRIα (AER-37 (CRA-1)), hCD127 (A019D5), hCD49d (9F10), and hCD29 (HMbeta1-1). For biotin-conjugated antibodies, the cells were also stained with streptavidin PerCP-Cy5.5 (BioLegend, 405214) for 30 min on ice and washed with FACS buffer. For Annexin V staining, the cells were resuspended and incubated with Annexin V APC (BioLegend, 640920) in Annexin V binding buffer for 15 min on ice and analyzed within 30 min without a washing step. The cells were restimulated with 100 ng/ml PMA (Sigma), 1 µg/ml ionomycin (Sigma), and 1 µl/ml protein transport inhibitor (Golgi Plug, BD Biosciences) in RPMI 1640 medium supplemented with 10% FBS for 4 h to evaluate cytokine production. Intracellular staining was conducted by fixing and permeabilizing cells using either a Foxp3/Transcription Factor Staining Kit (Invitrogen, 00-5523-00) or a Cytofix/Cytoperm Kit with Golgi Stop (BD Biosciences, 554715) according to the manufacturer’s instructions. The fixed and permeabilized cells were then incubated for an hour with fluorochrome-conjugated monoclonal antibodies (all from Biolegend, unless indicated otherwise) against h/m T-bet (4B10), mGATA-3 (L50-823, BD Biosciences), mRORγt (Q31-378, BD Biosciences), mKi-67 (16A8), h/m LRF (13E9, Invitrogen), h/m IL-5 (TRFK5), mIL-13 (eBio13A, Invitrogen), mIFNg (XMG1.2), and mIL-17A (TC11-18H10.1) in Foxp3/Transcription Factor staining buffer (Invitrogen) or Cytoperm permeabilization buffer (BD Biosciences). The absolute numbers of immune cells were determined by reading the samples with Precision Count Beads (Biolegend, 424902) according to the manufacturer’s instructions. Flow cytometry analysis was performed using BD LSRFortessa X-20 (BD Bioscience), Symphony A5 (BD Bioscience), LSRII (BD Bioscience; Core Facility for Cell to In vivo Imaging of Gachon University) and Cytek Aurora (Cytek Biosciences) instruments. The data were analyzed using FlowJo software v10 (BD Biosciences).

### Histology

Kidney tissues were fixed in 4% paraformaldehyde (Biosesang, P2031) at 4 °C for 24 h. The samples were then embedded in paraffin and prepared for hematoxylin and eosin (H&E) and periodic acid-Schiff (PAS) staining. Sections were scanned using Axio Scan Z1 or Axio Scan 7 (Carl Zeiss, Germany) and analyzed with Zen Blue software (Carl Zeiss) to evaluate kidney histology and quantify the glomerular size. The glomerular size was calculated as the average of 30 glomeruli in each sample.

### Quantitative real-time PCR

Total RNA was extracted from mouse kidney tissues using TRIzol reagent (Invitrogen, 15596018), and cDNA was synthesized using an iScript cDNA Synthesis Kit (Bio-Rad, 1708891). RT‒PCR was performed in duplicate using a CFX96^TM^ real-time PCR detection system (Bio-Rad) and a SensiFAST SYBR Lo-Rox kit (Bioline, BIO-94020). The expression levels of genes of interest were normalized to the expression of *Gapdh* and are presented as 2^−ΔΔCt^ values.

### Anti-dsDNA IgG ELISA

Under deep anesthesia with isoflurane inhalation, blood was collected through the retro-orbital sinus with a heparin-coated glass capillary tube (DWK Life Science, 41B2501). The blood was then centrifuged at 14,000 rpm for 10 min to separate the serum. The serum samples were analyzed for anti-dsDNA IgG levels using commercially available kits (Alpha Diagnostics, 5120). Briefly, 20 μl of serum sample was diluted with 80 μl of working sample diluent, and the diluted sample was further diluted with low-NSB sample diluent (Alpha Diagnostics) at a 1:10 ratio. The diluted samples and standards were incubated in precoated plates. After washing, mouse anti-dsDNA IgG was detected using anti-mouse IgG HRP and TMB substrates. The absorbance at 450 nm was obtained using a microplate reader (Sunrise TW, Tecan).

### Blood urea nitrogen (BUN) and creatinine assays

QuantiChrom Urea and Creatinine Assay Kits (BioAssay Systems, DIUR-100 and DICT-500) were utilized to measure the blood urea nitrogen (BUN) and creatinine (Cr) levels according to the manufacturer’s instructions.

### Intravascular immune cell staining

Mice were anesthetized with isoflurane and intravascularly injected with BV650-labeled anti-mouse CD45 monoclonal antibodies (clone: 30-F11, Biolegend) to distinguish immune cells in the renal vasculature from those in the renal parenchyma. This injection was performed 5 min prior to euthanasia according to a protocol described previously [51].

### FTY720 treatment

A 5 mg/ml solution of FTY720 (Sigma, SML0700) was prepared in PBS and stored at −20 °C. Mice were intraperitoneally injected with 20 μg of FTY720 for three consecutive days and immune cell changes were evaluated after 7 days.

### Human blood ILC and mouse kidney ILC preparation

Human blood was obtained in a heparin-containing tube and then diluted in PBS at a 1:2 ratio. The diluted blood was layered on Ficoll-Paque PLUS solution (GE Healthcare, 17-1440-03) and centrifuged at 2000 rpm for 30 min. Peripheral blood mononuclear cells (PBMCs) were obtained from between the Ficoll layer and the diluted sample layers. For in vitro studies of mouse kidney ILC2s, mice were intraperitoneally injected with 400 ng of recombinant mouse IL-33 (BioLegend, 580508) for three consecutive days. After 7 days, the mice were euthanized, and the tissues were harvested. Cells from mouse tissues were processed using the same method as described above. Human blood or mouse tissue cells were treated with the EasySep Human or Mouse Pan-ILC Enrichment Kit (STEMCELL Technologies, 17975 and 19875), and mouse CD45 Microbeads (Miltenyi Biotec, 130-097-658) were applied to mouse cells to enrich for ILCs. The enriched cells were then stained with fluorochrome-conjugated monoclonal antibodies to identify ILC2s. For the adhesion assay described below, ILC2s were sorted using a FACSAria III sorter (BD Biosciences) and stored in complete RPMI 1640 medium supplemented with 10% FBS until use in subsequent procedures.

### Adhesion assay and live-cell imaging

The ability of the sorted human and mouse ILC2s to adhere to various ligands was examined. The cells were incubated at 37 °C until imaging. The 6-well plates were precoated with 0.1 μM MAdCAM-1 (R&D Systems, 993-MC-050), VCAM-1 (R&D Systems, 643-VM-050), E-cadherin (Biolegend, 780004), or fibronectin (Sigma, F1141) for 1 h at room temperature. After washes with PBS, the wells were blocked with 5% BSA for 1 h. For live-cell imaging, the sorted ILC2s were loaded onto the prewarmed stage, and the images were recorded for 30 to 60 min at 30-s intervals at 60x magnification. The cells were incubated on ligand-coated plates for 1 h at 37 °C and washed three times with PBS to compare the ligand-binding profiles. The adherent cells were fixed with 4% paraformaldehyde (Biosesang), and images of the fixed cells were acquired. Imaging was performed using an Eclipse Ti microscope (Nikon) equipped with a live imaging chamber that maintained the cells under physiological conditions (37 °C, 5% CO_2_). The acquired images were analyzed using acquisition software (Nikon).

### Downregulation of integrin expression using morpholino oligonucleotides (MOs)

Kidney ILC2s were cultured and expanded in complete RPMI 1640 medium supplemented with 10 ng/ml IL-2 (BioLegend, 575404), 10 ng/ml IL-7 (BioLegend, 577804), and 30 ng/ml IL-33 (BioLegend, 580508). Two days prior to incubation with morpholinos, the ILC2s were maintained in medium containing only 10 ng/ml IL-2 and IL-7. For the experiment, 1.0 × 10^4^ ILCs or sorted CD4 T cells were incubated with 2.0 μM or 4.0 μM Vivo morpholino (Gene Tools) specifically targeting *Itga4* or with random control oligos in maintenance medium for 48 h. The oligo sequence used to target *Itga4* was designed by Gene Tools.

### Effect of Toll-like receptor (TLR) agonist treatment on ILC2s

Kidney ILC2s were prepared in expansion media composed of 10 ng/mL IL-2, 10 ng/mL IL-7, and 30 ng/mL IL-33 in RPMI 1640 medium supplemented with 10% FBS. After 48 h of incubation without IL-33, kidney ILC2s were treated with TLR agonists (5 µg/ml poly(I:C), 200 ng/ml LPS, 1 μg/ml ssRNA40, and 4 μM ODN1826) from a mouse TLR1-9 agonist kit (Invitrogen, tlrl-kit1m2) in IL-2- and IL-7-containing complete RPMI 1640 medium for 48 h. The expression of integrins was evaluated using flow cytometry or RT‒PCR.

### Single-cell RNA sequencing

Single cells were isolated from the pooled kidneys of old or young *lpr* mice after leukocyte enrichment via density gradient centrifugation. Single-cell suspensions of kidney tissue were further enriched using a mouse pan-ILC enrichment kit (STEMCELL Technologies). Dead cells were stained and excluded using Zombi-Aqua dye (Biolegend), and the live cells (Zombi-Aqua^neg^ cells) were sorted using a FACSAria III sorter (BD Biosciences). RNA was extracted from 10,000 sorted live cells, and cDNA libraries were prepared using 10x Chromium single-cell 3′ reagent kits v3.1 (10x Genomics, 1000121). The libraries were sequenced using the Illumina NovaSeq 6000 platform with paired-end 100 bp reads, targeting an average of 50,000 read pairs per cell. The Cell Ranger v3 program (10x Genomics) was used for demultiplexing, alignment (the mouse mm10 reference genome), and quantification of the sequenced data to generate barcode matrices. The downstream processing and analysis of the data were performed using the R package Seurat v4.1.0.

The quality control of the processed matrix was performed by filtering out cells with a >20% mitochondrial gene ratio and/or <200 features. The data were log-normalized using the log normalization method with a scale factor of 10000. The highly variable features (nfeatures = 2000) were identified using the FindVariableFeatures() function with the vst method. Each object was integrated with the FindIntegrationAnchors() and IntegrateData() functions at a ratio of 1:20 to study the single-cell data from the control kidneys and lupus nephritis kidneys. The scaled data were further used for dimensionality reduction via the RunPCA() function. Clusters were identified using 10 principal components via the FindNeighbors() and FindClusters() functions and projected on a uniform manifold approximation and projection (UMAP) plot via the RunUMAP() function. Marker gene expression in the clusters was used to annotate the types of the cell clusters. The interacting partners of the integrin-expressing ILC2s were inferred using SingleCellSignalR (v1.4.0). The physiological interaction of kidney ILC2s in the homeostatic kidneys was estimated based on data from young MRL-*lpr* mice. With a threshold LR score of 0.5 and logFC score of 1.5, the interaction was predicted using the paracrine and autocrine options to include both exclusive and partial receptor‒ligand combinations between the different cell types. Single-cell RNA sequencing data were deposited in GEO (accession number GSE234742).

### Statistical analysis

The data are shown as the means ± standard errors of the means. The data were analyzed using the Mann‒Whitney *U* test for two-group comparisons or the Kruskal‒Wallis test followed by Dunn’s post hoc test for multiple group comparisons. The correlation analysis was conducted with Spearman’s correlation test. A *P* value less than 0.05 was considered to indicate statistical significance. All the statistical analyses were performed using GraphPad Prism 10 software (GraphPad).

### Study approval

Ethical approval for all animal experiments was obtained from the Seoul National University Hospital Institutional Animal Care and Use Committee (17-0062 and 20-0036) and Gachon University Lee Gil Ya Cancer and Diabetes Institutional Animal Care and Use Committee (LCDI-2023-0117). All tissues and blood samples from volunteers were collected after obtaining written informed consent from the participants. The study using human samples was approved by the Seoul National University Hospital Institutional Review Board (IRB number 1709-105-887).

### Supplementary information

Supplementary figure revised

Supplementary Movie S1

Supplementary Movie S2

Supplementary Movie S3

Supplementary Movie S4

## Data Availability

Single-cell RNA sequencing data were deposited in GEO (accession number GSE234742) and are publicly available. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request.

# Supplementary material for: The protective roles of integrin α4β7 and Amphiregulin-expressing innate lymphoid cells in lupus nephritis
**Source:** Cell Mol Immunol. 2024 May 28;21(7):723–37. doi: 10.1038/s41423-024-01178-2
**Supplement:** Supplementary file 1 — Supplementary figure revised

**Supplementary figure legends**

**
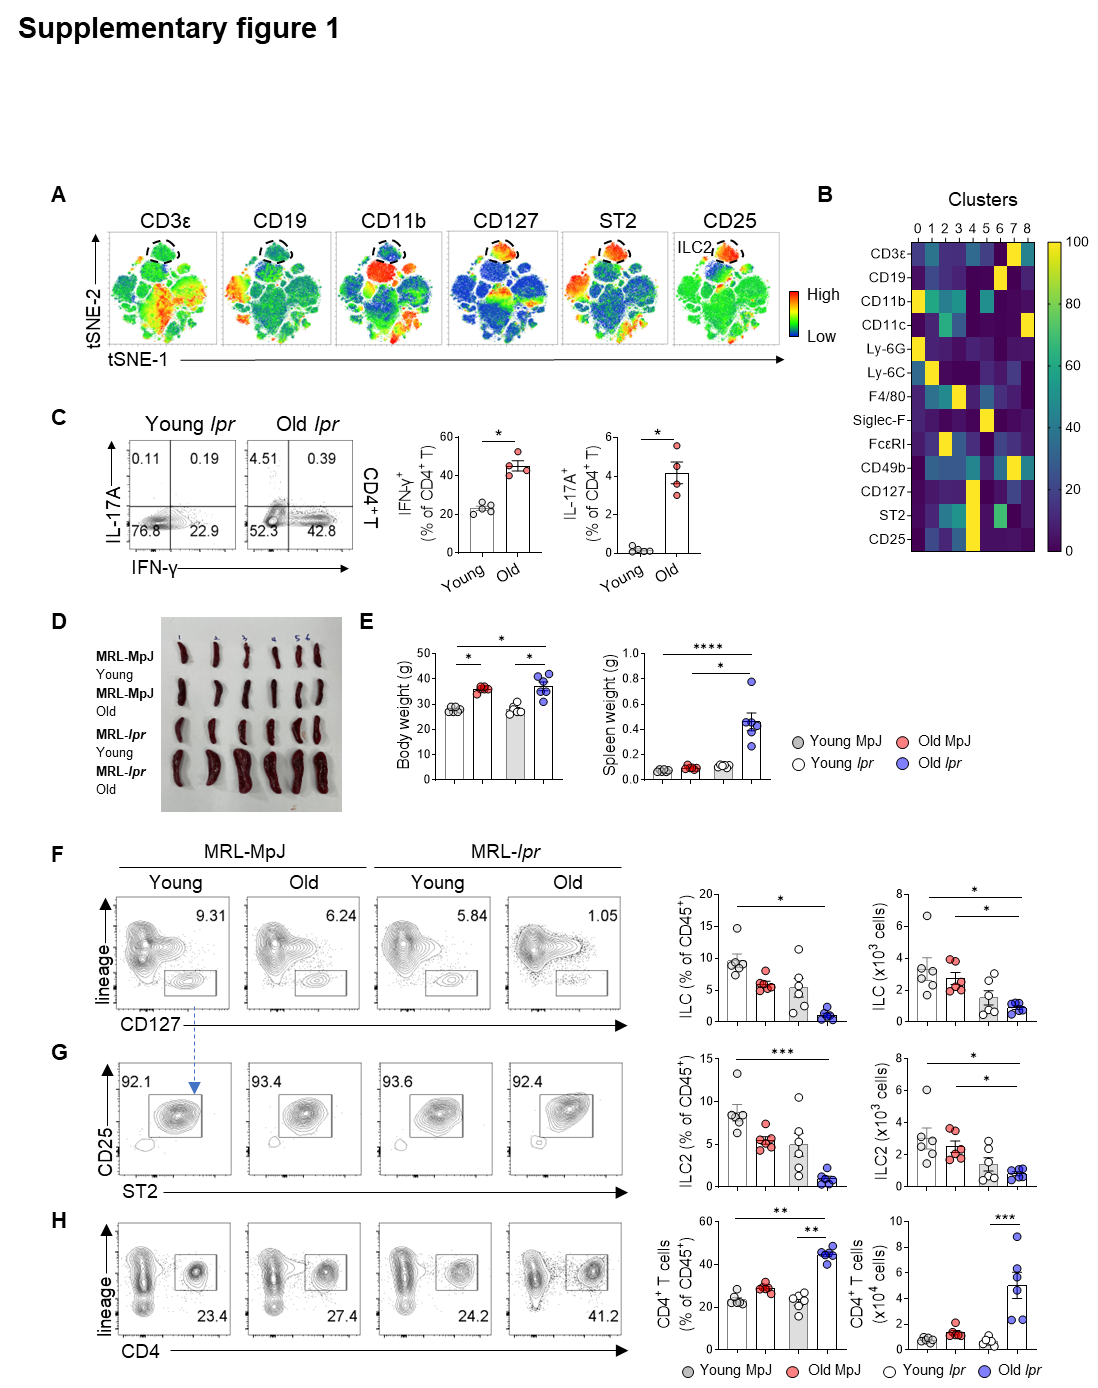
**

**Supplementary figure 1. The spontaneous development of lupus in MRL-*lpr* mice associates with reduced kidney ILC2 numbers, related to Figure 1.**

(A) t-SNE plot of flow cytometry data showing the expression of ILC2-related surface markers generated by ClusterExplorer, a FlowJo plugin. (B) Heatmap of the expression of representative surface markers for immune cell subsets in the kidney with their relative expression in each cluster. (C) Percentage of IFN-g and IL-17A-expressing CD4+ T cells in MRL-*lpr* kidney (n= 4-5). (D) Body and spleen weight of young and old MRL-MpJ and MRL-*lpr* mice (n = 6 for each group). (F-H) Frequency and absolute numbers of kidney ILCs (F), ILC2s (G) and CD4+ T cells (H). All results are shown as mean ± SEM, and statistical analysis was performed using Mann-Whitney *U* or Kruskal-Wallis test. **P*<0.05; ***P*<0.01; ****P*<0.001.

**
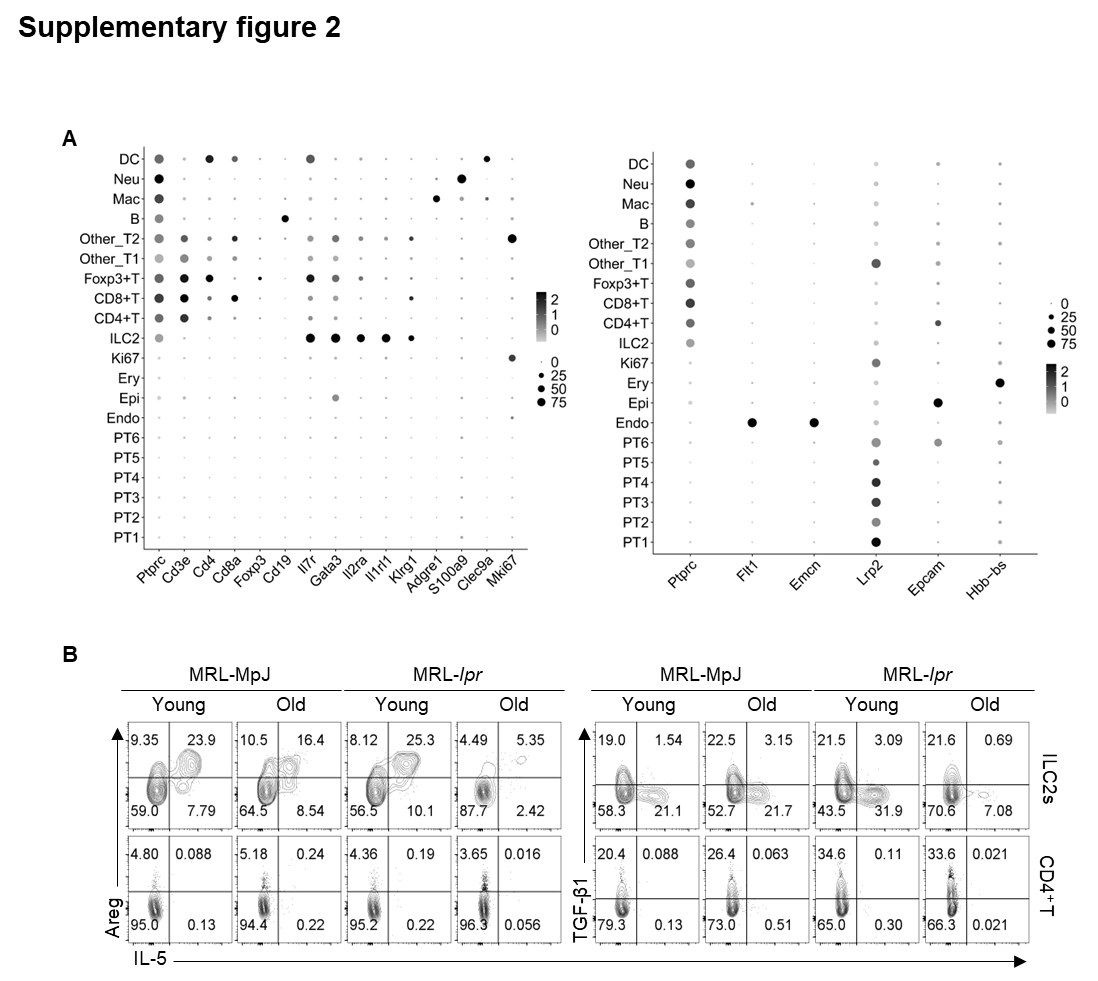
**

## Supplementary figure 2. The spontaneous development of lupus in MRL-*lpr* mice associates with reduced kidney ILC2 numbers, related to Figure 1.

(A) Dot plot showing expression of marker genes for immune (left) and non-immune cells (right) for the clusters of scRNA-seq data. (B) Expression of Areg, TGF-β1, and IL-5 in ILC2s and CD4+ T cells from MRL-MpJ and MRL-lpr kidney.

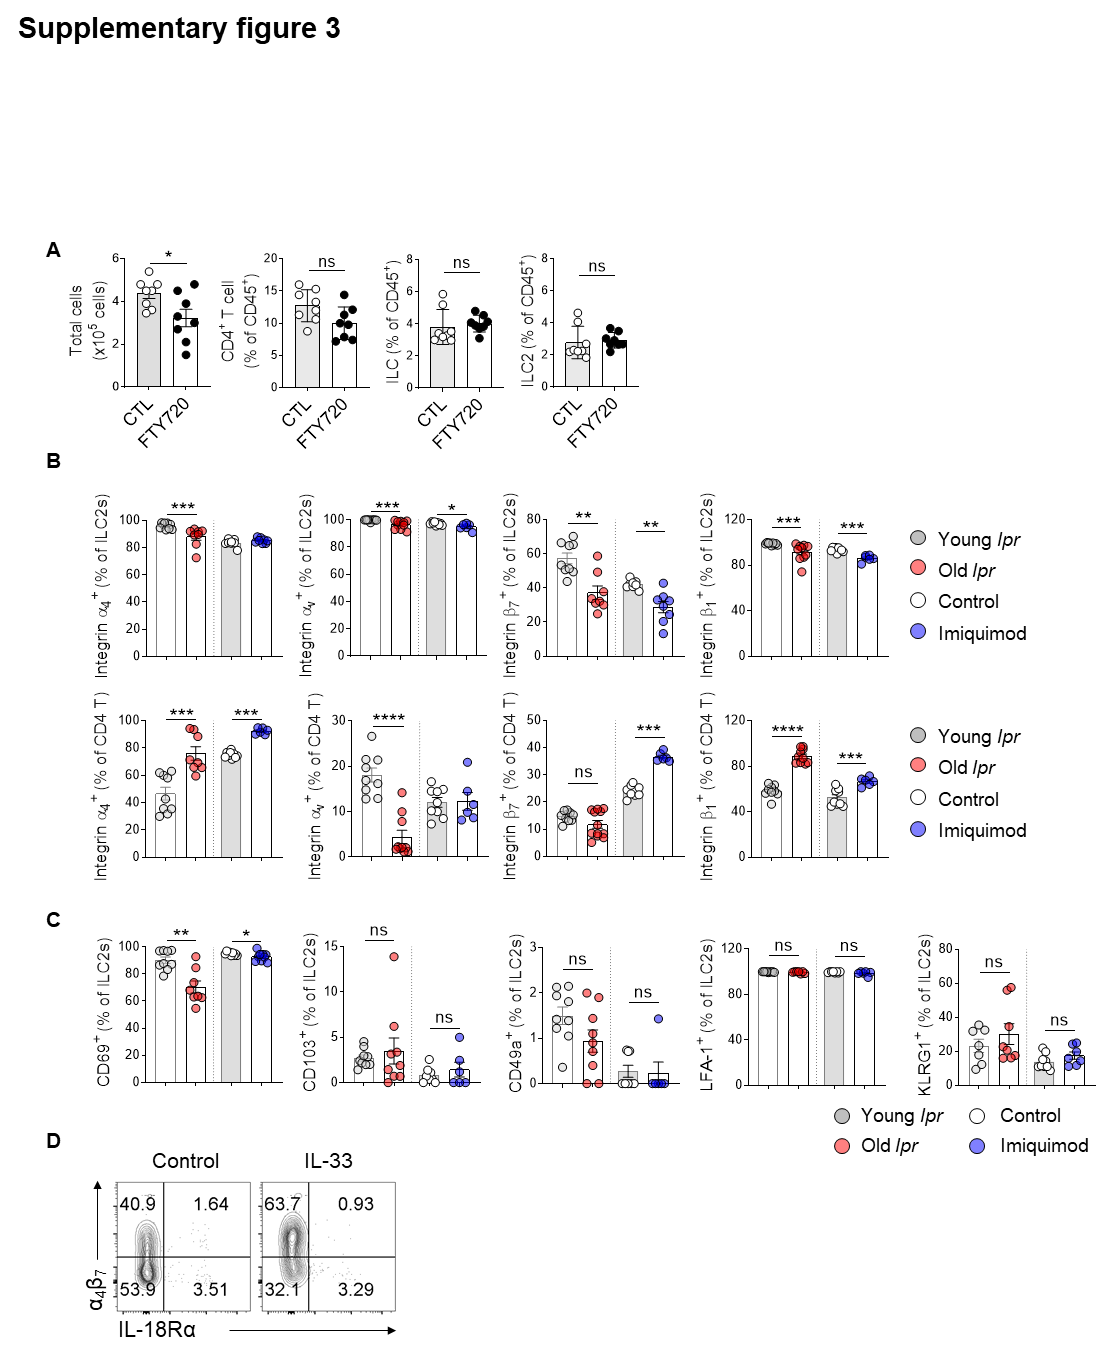

## Supplementary figure 3. Kidney-resident ILC2s express high levels of integrin α4β7 and lupus nephritis associates with the loss of this expression, related to Figure 3.

(A) Total renal cell numbers, and the frequency of CD4+ T cells, ILCs, and ILC2s by FTY720 treatment (n = 8). (B) Frequencies of integrin α4, αv, β7, and β1 in kidney ILC2s and CD4+ T cells from MRL-lpr and IMQ lupus model (n = 6-12). (C) Frequencies of CD69, CD103, and CD49a in kidney ILC2s from MRL-lpr and IMQ lupus model (n = 6-9). (D) Expression of integrin α4β7 and IL-18Rα in kidney ILC2s by systematic treatment of the recombinant IL-33 protein. All results are shown as mean ± SEM, and statistical analysis was performed using Mann-Whitney U test. ns, no significance; *P<0.05; **P<0.01; ***P<0.001; *****P*<0.0001.

**
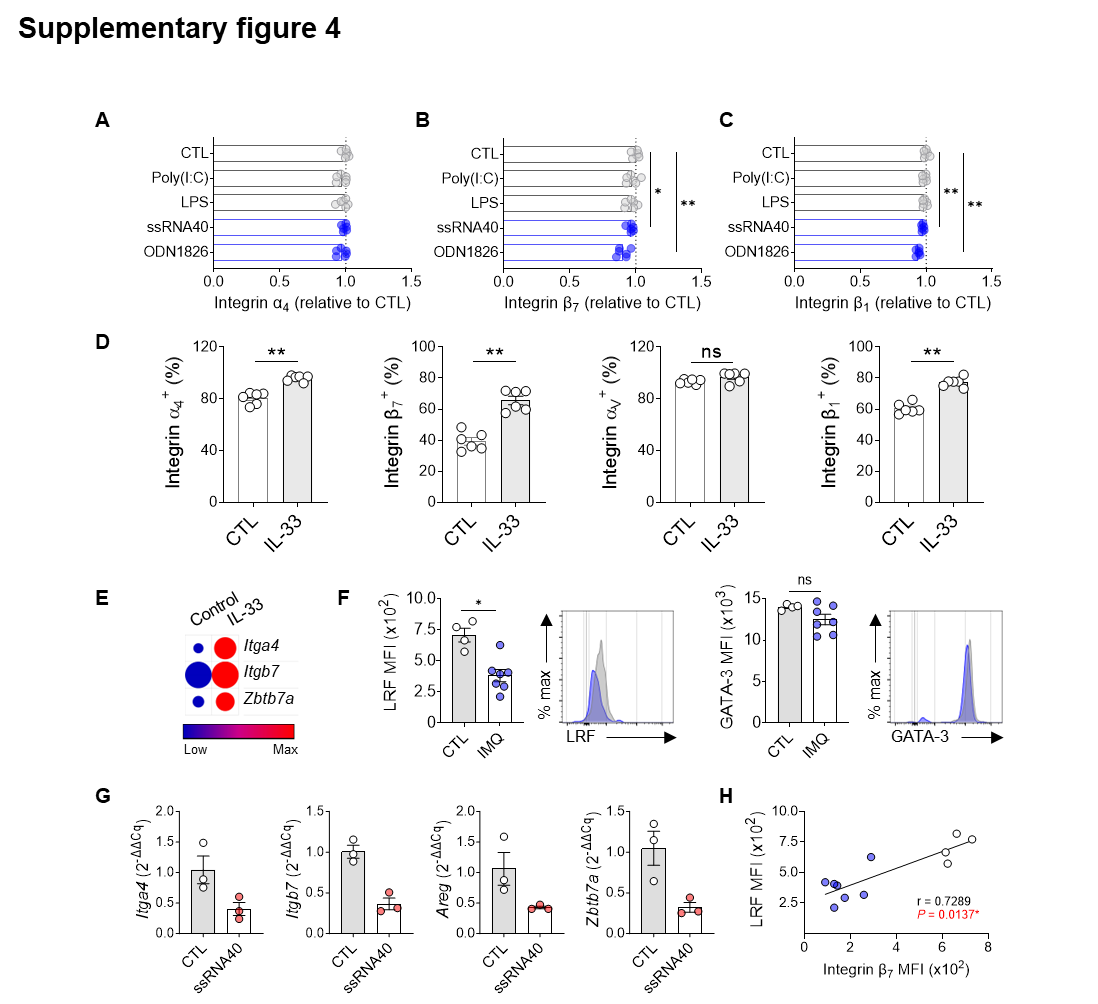
**

**Supplementary figure 4. TLR7 and TLR9 signaling reduces the integrin expression of kidney ILC2s, whereas IL-33 stimulation increases it, related to Figure 6.**

(A-C) Relative expression of integrin α4 (A), β7 (B), and β1 (C) in kidney ILC2s in response to TLR agonists for 48 hours, including Poly(I:C), LPS, ssRNA40, and ODN1826 (n = 6), evaluated by flow cytometry. (D) Expression of integrin α4, β7, αv, β1 was compared in the recombinant IL-33 treated kidney ILC2s (n = 6). (E) Expression of *Itga4*, *Itgb7*, and *Zbtb7a* by IL-33 evaluated by Broad Institute - Single Cell Portal (https://singlecell.broadinstitute.org/single_cell) using data from Wallrapp et al [54]. (F) LRF and GATA-3 expression evaluated by flow cytometry in IMQ-induced model (n = 4-7). (G) Expression of *Itga4*, *Itgb7*, *Areg*, and *Zbtb7a* in lung ILC2s in response to ssRNA40 for 48 hours (n = 3). (H) Correlation between integrin β7 and LRF expression evaluated by flow cytometry in IMQ-induced model (n = 4-7). All results are shown as mean ± SEM, and statistical analysis was performed using Mann-Whitney U test or Spearman’s correlation test. ns, no significance; *P<0.05; **P<0.01.

**
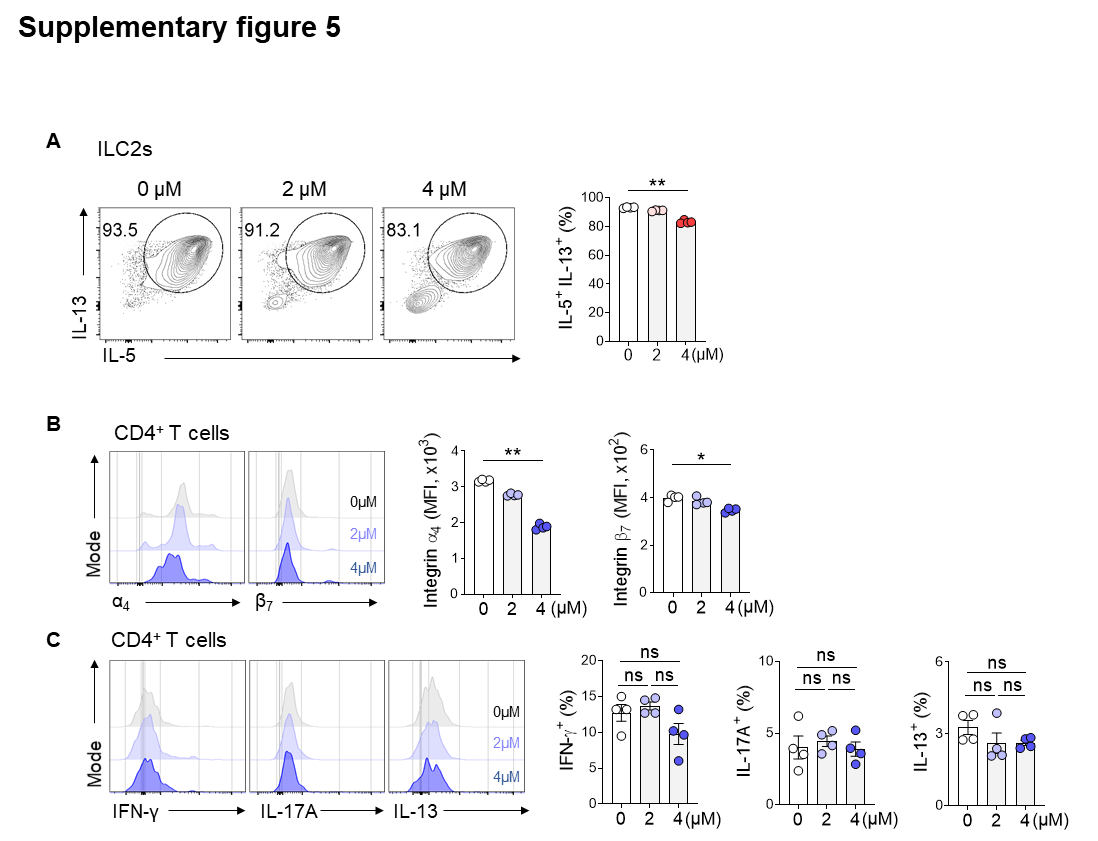
**

## Supplementary figure 5. Integrin-α4β7 knockdown in kidney ILC2s impairs cytokine expression, related to Figure 6.

(A) Expression of IL-5 and IL-13 in the kidney ILC2s by MO Itga4-mediated downregulation (n = 4). (B) Expression (MFI) of integrin α4 and β7 by MO Itga4 in kidney CD4+ T cells (n = 4). (C) Frequencies of IFN-γ, IL-17A, and IL-13 by MO Itga4 in kidney CD4+ T cells (n = 4) All results are shown as mean ± SEM, and statistical analysis was performed using Kruskal-Wallis test. ns, no significance; *P<0.05; **P<0.01.

**
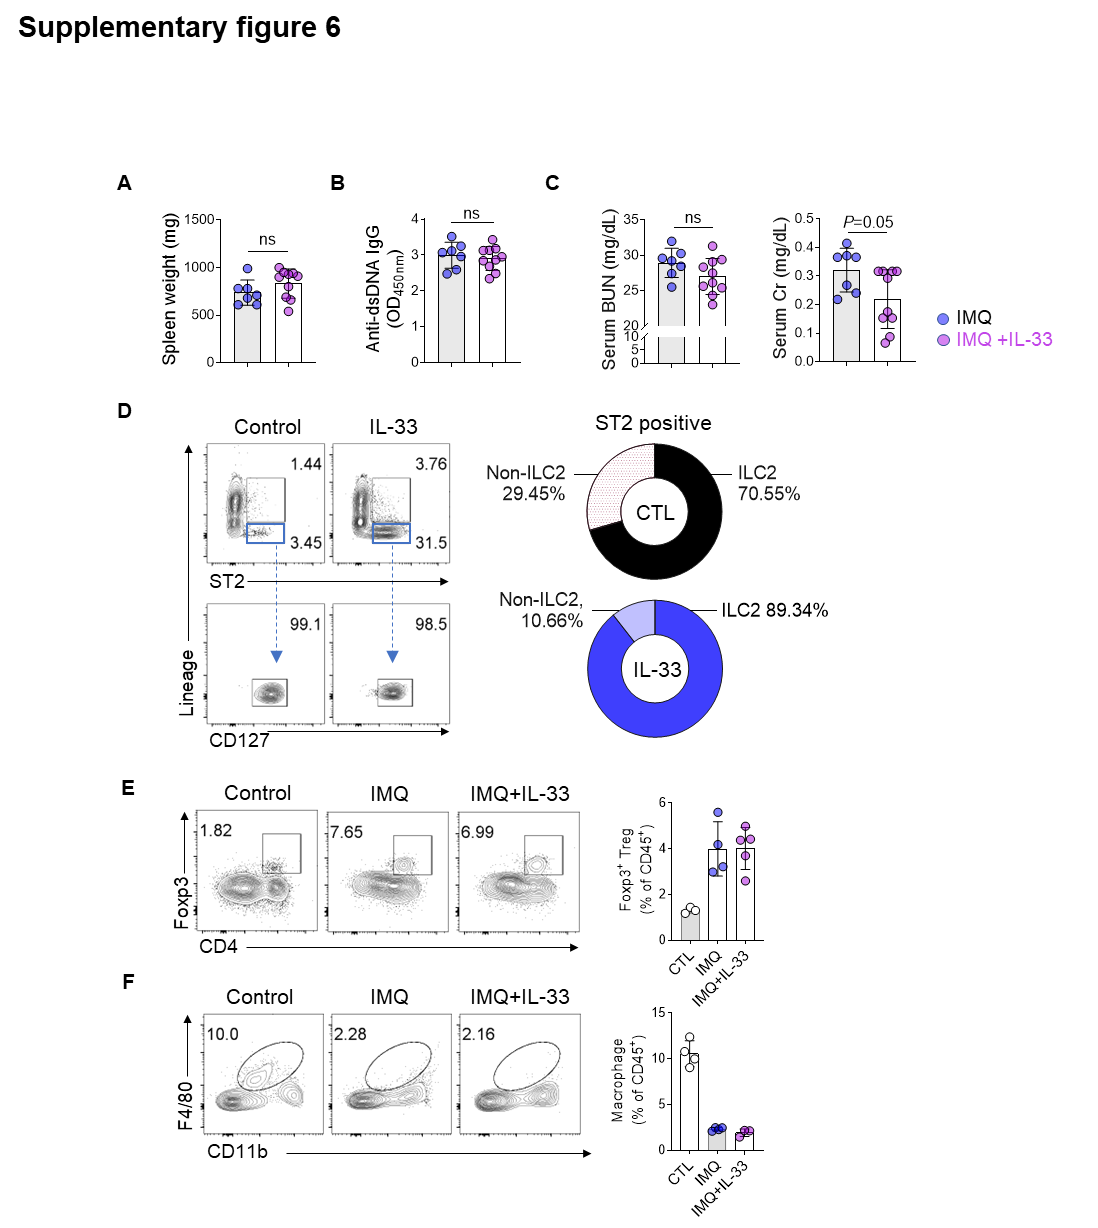
**

**Supplementary figure 6. IL-33 mediated expansion of kidney-resident ILC2s improves survival and renal function in lupus nephritis, related to Figure 7.**

(A-C) Spleen weight (A), serum anti-dsDNA IgG (B), BUN, and Cr levels (C) of IL-33 treated IMQ-model (n = 7-10). (D) Comparison of ST2-expressing immune cells in control and IL-33-treated kidneys (n = 3-5) (E-F) Frequencies of Foxp3+ regulatory T cells (Treg) (E) and macrophages (F) in the control and IMQ lupus mice by the recombinant IL-33 treatment (n = 3-5). All results are shown as mean ± SEM, and statistical analysis was performed using Mann-Whitney U test. ns, no significance.

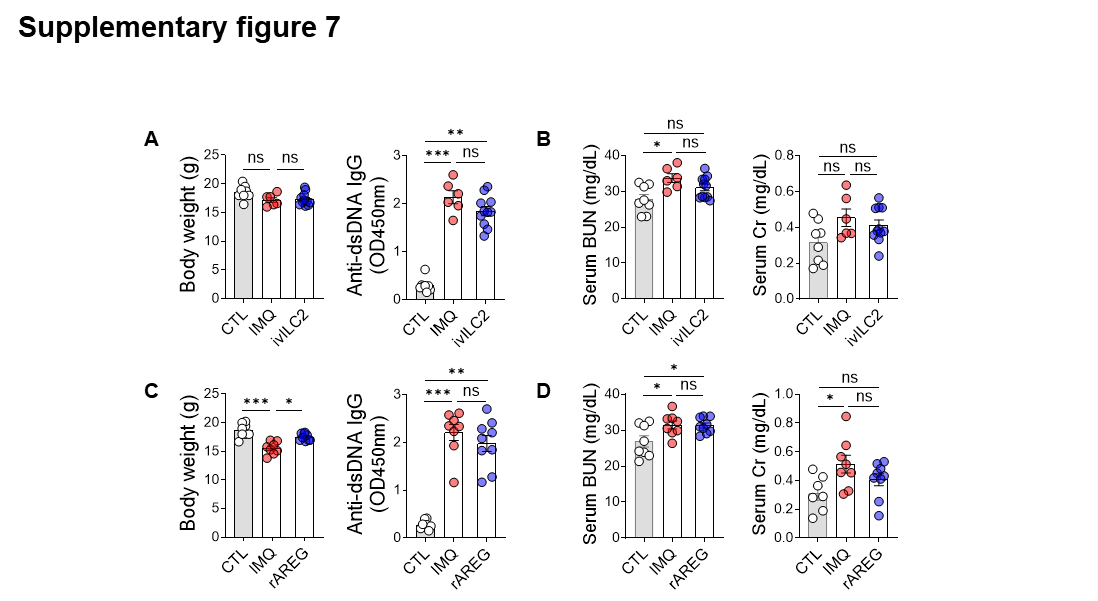

**Supplementary figure 7. IL-33 mediated expansion of kidney-resident ILC2s improves survival and renal function in lupus nephritis, related to Figure 7.**

(A, C) Body weight and serum anti-dsDNA IgG levels by (A) ILC2 adoptive transfer and (C) rAREG administration in the IMQ-induced model (n = 6-11). (B, D) Serum BUN and Cr levels by (B) ILC2 adoptive transfer and (D) rAREG administration. All results are shown as mean ± SEM, and statistical analysis was performed using Kruskal-Wallis test. ns, no significance; **P*<0.05; ***P*<0.01; ****P*<0.001.

**Supplementary movie file legends**

Supplementary Movie 1 (mp4 format). Live-cell imaging of kidney ILC2s on the MAdCAM-1 coated plate.

Supplementary Movie 2 (mp4 format). Live-cell imaging of kidney ILC2s on the VCAM-1 coated plate.

Supplementary Movie 3 (mp4 format). Live-cell imaging of kidney ILC2s on the E-cadherin coated plate.

Supplementary Movie 4 (mp4 format). Live-cell imaging of kidney ILC2s on the fibronectin coated plate.

How the deposited data were processed for this re-analysis (not part of the article)

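The scRNA-seq experiment has 2 libraries, 1 per age, of pooled kidney cells of old and of young MRL-*lpr* mice. The authors made the deposited counts by aligning reads to mm10 and counting UMIs per gene and barcode with Cell Ranger 3.1.0, and the matrices hold 31053 genes without normalization or filtering of cells by mitochondrial share. The flow cytometry, histology and other measurements of the paper were not analysed here.

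Processing used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Scanpy 1.11.5 for Scrublet and Matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0, where the paper used an earlier Seurat. Barcodes with at least 200 genes and at most 20% mitochondrial UMIs were kept, which left 11429 of 15076 young and 10232 of 12622 old barcodes, with 145647185 and 119218130 UMIs. Cells called doublets were kept. Counts were log-normalized to 10000 UMIs per cell. With 2000 variable genes, the libraries were integrated over 20 dimensions and clustered on 10 principal components at a resolution of 0.8, with the genes reported as results left out of the clustering features.

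Clusters were named by a rule set after they had been seen. A marker counted as detected in a cluster with UMIs in at least 10% of cells and a CPM of at least 25% of the gene's highest cluster. A cluster with at least 3 detected markers of a class and the highest score took its name, with an exception where NK or ILC1, or γδ T, scored highest. Such a cluster was still named T-like if it had at least 3 detected T markers and a T score of at least 0.5. A cluster stayed unnamed if it scored at least 0.5 for another lineage, if at least 2 markers of another class and more than of its own stood among its 10 leading genes, or if its UMIs were few and it had no marker among them. Clusters of fewer than 20 cells were not named. Marker lists of ILC2, T, NK or ILC1, B, plasma, macrophage, monocyte, neutrophil, plasmacytoid dendritic, PT, other epithelial, endothelial and erythrocyte cells gave the names used. Lists of γδ T, ILC3, dendritic, basophil or mast, stromal and podocyte cells named no cluster in the main setting. For γδ T this may follow in part from the exception, which puts T first.

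Expression in a class is given as CPM, the summed UMIs of a gene scaled to the total UMIs of the class, with an exact Poisson 95% interval, and shares of cells have exact Clopper-Pearson 95% intervals. Log2 ratios of 2 sums have intervals from the exact binomial distribution. With 1 library per age there is no estimate of variation between mice, so no p-values were computed and no genes were called changed. Cells were thinned to 1000 UMIs with a fixed seed, 7. A gene with no UMI was given the limit of 3 counts. Genes ranked between the libraries had at least 100 UMIs summed over ILC2-like cells, and the 10 genes at each end were named. PT-like cells served as background for leukocyte genes and B-like cells for ligands. The ranking step was tested on simulated data with 8066 genes, of which 200 were changed. Poisson counts were drawn around a shared mean per gene, without variation between cells or between libraries. For ILC2-like cells, old over young, 98.5% of the changed genes had an interval on the right side of 0. All 20 genes at both ends were changed genes. The simulation covers counting error only and cannot test genes whose UMIs lie in a few cells.

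Ligand-receptor scores followed the published formula of SingleCellSignalR with a threshold of 0.5, and its fold-change filter was left out. Gene positions came from GENCODE M21 on GRCm38.

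The alternatives were resolutions of 0.4 and 1.2, removal of doublets, at most 10% mitochondrial UMIs, at least 500 genes, no integration, reported genes kept for clustering, ILC2 cells chosen by genes, abundant genes left out of the total, the mean of each cell's CPM, thinning to 500 or 2000 UMIs or none, another matrix mean and the old library for the scores. Selections of cells by *Xist*, Y-linked or CD3 UMIs were chosen after the data were seen.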

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

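Of the tests reported here, those of X-linked paralogs, free RNA and a mislabelled sample were chosen only after the Y-linked UMIs had been seen.

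The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* lie outside the genes the paper discusses, and they drew attention because their UMIs were far above the limit that a count of 0 allows. Cells with a Y-linked UMI and no *Xist* UMI made up 50.8% of the young and 40.6% of the old library, while the methods describe the MRL-*lpr* mice of both ages as female. These shares depend on which cells are counted. Among cells with at least 20000 UMIs, 75.8% of young and 65.0% of old had Y-linked UMIs only, and 11.4% and 16.9% had *Xist* only. Reads of X-linked paralogs would reach cells with and without *Xist* alike, but after thinning 0.818% of young cells with *Xist* had a Y-linked UMI, against 14.3% of those without. Free RNA would do the same within a class, but Y-linked UMIs were found in 7.83% of young ILC2-like cells with *Xist* and in 67.0% of those without. In the 2437 young cells with at least 20000 UMIs, 6.36% had neither kind of UMI, and 6.44% had both, where independence would give 14.7%. The corresponding old values were 8.71%, 9.42% and 19.6%. This pattern is consistent with male and female mice among those pooled in each library. A mislabelled sample cannot be told apart from this, because the old library, with its 40.6%, resembles the young library and a sample from outside the study would have no partner to compare with. No biological explanation other than sex was tested, and age is confounded with library.

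The mast cell genes *Mcpt1*, *Mcpt2* and *Tpsab1*, which the paper does not discuss, had 663, 389 and 118 UMIs in old ILC2-like cells, also above the limit of a count of 0. A few mast-like cells in the cluster would give such a pattern, and all UMIs of the 3 genes were found in 1 cell. A single cell accounts for them, and a difference between the libraries cannot be read from them. Whether age changes the number of mast cells was not tested.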

How the results depend on the processing

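The cell selections by *Xist*, by Y-linked genes and by CD3 UMIs were added after the data were seen. The other settings, like the samples, the filters and the comparisons, were set before the data were examined, whereas the rule that names clusters was set after the clusters had been seen. No paired analysis was possible because each age had 1 library, and no test was applied. The cause of the shifts below was not tested, except where the construction of a setting shows it.

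The number of clusters ranged from 21 to 33. ILC2-like cells numbered between 1508 and 1799 in the young and between 336 and 415 in the old library.

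At a resolution of 0.4, the log2 ratio of *Tgfb1* CPM, ILC2-like over T-like, was 0.21 in the young library. The log2 ratio of T-like over the next immune class in the young library was 3.53 for *Ifng*, which reversed its direction, and 2.65 for *Il17a*, and in the old library it was 2.79 for *Ifng*. Old over young in ILC2-like cells, *Areg* was 0.80 and *Itgb7* 0.42. At a resolution of 1.2, the young values were 2.72 for *Areg* (ILC2-like over the next class), 0.23 for *Tgfb1*, −0.67 for *Tnf* and 2.76 for *Il17a*. The old value of *Areg* was 5.03, and old over young *Areg* was 0.80 and *Itgb7* 0.42.

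With Scrublet doublets removed, *Areg* (ILC2-like over the next class) was 3.22 in the young library, and *Ifng* was 3.69 in the young library, reversed, and 4.46 in the old library. With at least 500 genes per cell, these were 3.03, 3.47 (reversed) and 2.88. With the reported genes kept among the clustering features, they were 3.095, 3.48 (reversed) and 2.85.

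At a limit of 10% mitochondrial UMIs they were 3.03, 3.51 (reversed) and 2.59, and *Ifng* in ILC2-like cells, old over young, reversed to −0.70. The scores of *Itga4* and *Itgb7* with *Vcam1* and *Fn1* in other epithelium-like cells fell to 0. Under this filter the class had 21 and 30 young cells in its 2 clusters, and the endothelial-like cluster had 350 young cells, against 316 in the main setting. Whether epithelial cells had moved into that cluster was not tested. The scores with *Cdh1* in endothelial-like cells rose to 0.645 for *Itga4* and 0.627 for *Itgb7*.

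With the libraries merged without integration, *Tgfb1* was 0.27 in the young library and *Ifng* was 3.65 (reversed) in the young and 2.81 in the old library. Old over young in ILC2-like cells, *Areg* was 0.83, and *Ifng* (−2.01), *Itgb1* (−0.34), *Itgae* (−0.83) and *Ccr7* (−0.0633) reversed. For *Ifng* the construction shows why the ratios of T-like cells changed in these settings: NK or ILC1-like cells, the next class in the main setting, were named apart only there and at a resolution of 1.2.

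With ILC2 cells chosen by genes in place of clusters, old over young *Areg* was 0.75 and *Itga4* 0.0571, and *Itga1* (0.10), *Ccr7* (−1.03) and *S1pr1* (−0.15) reversed. With abundant genes left out of the total, *Tnf* in old T-like cells was −0.90. With the mean of each cell's CPM, the young ratios were 3.48 for *Areg*, −0.0653 for *Ifng* and 4.22 for *Il17a*. The old ratios were 5.87 for *Areg* and 0.82 for *Tgfb1*, and old over young *Areg* was 0.73.

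The share of T-like cells with a *Cd4* UMI in the young library was 3.54% when thinned to 500 UMIs, 10.0% at 2000 UMIs and 15.7% without thinning. In the old library it was 6.94%, 18.5% and 29.8%, as depth sets the chance of a UMI by construction. On the old library in place of the young, the score with *Vcam1* in PT-like cells was 0.640 for *Itga4* and 0.629 for *Itgb7*. With *Cdh1* in endothelial-like cells the scores were 0.698 and 0.688, but these rest on 1 UMI in 1 of 24 old cells. All of these scores were above 0.5. Old B-like cells, the background, scored 0.480 and 0.469 with *Vcam1*, close to that threshold, against 0 in the young library.

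Among the settings added after the data were seen, ILC2-like cells with *Xist* and no Y-linked UMI gave old over young log2 ratios of −0.30 for *Areg*, −0.0824 for *Tgfb1* and −0.0882 for *Itga4*, all reversed. Cells with a Y-linked and no *Xist* UMI gave 0.98 for *Areg*, 0.39 for *Itga4* and −0.0772 for *Itgae*, the last reversed. With only T-like cells that had a CD3 UMI, the young share with *Cd4* was 6.72%, *Areg* was 3.59 and *Tgfb1* 0.61.

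The following counts leave out cell and cluster numbers, *Cd4* shares, ratios between classes, the scores in endothelial-like, other epithelium-like and PT-like cells, and the old over young ratios of *Areg*, *Itga4* and *Itgb7*, whose changes are given above. Of the other values under settings chosen beforehand, 695 stayed the same, 226 moved and 8 reversed. Under the added settings, 44 stayed the same, 18 moved and 2 reversed. The reversals in these counts are those listed above for old over young ratios of other genes.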

Differences from the paper's values

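The paper's methods give 10000 as the number of sorted live cells from which RNA was taken. The young matrix held 15076 barcodes and the old matrix 12622, and the young number is more than 1.5 times the paper's. After the paper's own filters on genes and mitochondrial UMIs, 11429 young and 10232 old cells were left, and these kept cells lie near the paper's number. No alternative set before the data were examined bears on the number of barcodes, so none closed the gap.

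Scores read by eye from Fig. 4E were set beside those of the young library. *Itga4* with *Vcam1* is at about 0.9 in Fig. 4E, read by eye, in endothelial and in epithelial cells, and the young library gave 0.713 and 0.747. *Itga4* with *Fn1* in epithelial cells is at about 0.7 in Fig. 4E, read by eye, and the young library gave 0.600. With the old library in place of the young, the endothelial-like score, from 24 cells, was 0.887, which reaches the paper's value. The other epithelium-like scores in the old library did not reach it, at 0.785 with *Vcam1* and 0.553 with *Fn1*, the latter further from the paper's value than in the young library.

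The paper states that T cells express *Ifng*, *Tnf* and *Il17a* above any other cluster. Of the 6 comparisons, 3 genes in 2 libraries, a T-like cluster was the highest in 4 when T-like clusters were taken singly. These were cluster 3 for *Ifng*, with 489 CPM (young) and 683 CPM (old), and cluster 6 for *Il17a*, with 128 CPM (young) and 19.7 CPM (old). *Tnf* differs from the statement in both libraries. Its highest T-like cluster, cluster 6, had 56.9 CPM (young) and 87.0 CPM (old), below 90.6 and 121 CPM in neutrophil-like cells, and the young intervals overlap slightly. With all T-like clusters pooled, they ranked first only for *Ifng* in the old and *Il17a* in the young library. Pooled, *Ifng* in the young library was 207 CPM against 292 CPM in NK or ILC1-like cells. T-like cells ranked first in every clustering setting without a separate NK or ILC1-like class, which cannot decide between these classes. At a resolution of 0.4 and with doublets removed, *Gzma*, *Gzmb* and *Prf1* were among the leading genes of a T-like cluster. In the main setting they led NK or ILC1-like cluster 19, so such cells may have been counted as T-like. Pooled, *Il17a* in the old library was 4.88 CPM against 5.38 CPM in ILC2-like cells, with no detectable difference.

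The paper states that *Areg* is high in ILC2s only. ILC2-like cells were the highest class, with 1136 CPM (young) and 1763 CPM (old). Young T-like cells had 151 CPM and old T-like cells 25.2 CPM, against 1.64 and 1.05 CPM in PT-like cells. Young T-like cells with a CD3 UMI had 94.5 CPM. Cluster 21 had 309 CPM in the young and 29.5 CPM in the old library, but 64 of its 91 young cells had no CD3 UMI, and these held 390 *Areg* UMIs against 75 in the cells with one.

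The paper states that ILC2s lack *Itgae*, *Itga1*, *Ccr4*, *Ccr6*, *Ccr7*, *S1pr1* and *S1pr5*. *S1pr5* had no UMI in ILC2-like cells of either library, which agrees. *Itga1* had 5.15 CPM in 29 young and 1.79 CPM in 3 old ILC2-like cells, below the 45.4 and 36.7 CPM of PT-like and the 44.2 and 66.4 CPM of T-like cells. *Ccr4* had 9.40 CPM in 74 young ILC2-like cells, above PT-like cells without a UMI, but 0.896 CPM from 2 UMIs in the old library. *S1pr1* had 7.17 CPM in old ILC2-like cells, above the 0.225 CPM of PT-like cells, but 0.336 CPM in young ones, near the 0.304 CPM of PT-like cells. *Itgae* had 5.38 CPM in old ILC2-like cells, above the 0.992 CPM of PT-like cells, but 1.90 CPM in young ones, against 2.13 CPM in PT-like cells. *Ccr6* had 3.25 CPM (young) and 4.03 CPM (old), and *Ccr7* had 1.68 and 5.38 CPM, all above PT-like cells. With ILC2 cells chosen by genes in place of clusters, old *S1pr1* fell to 1.70 CPM and old *Ccr6* to 0.424 CPM, while *Itga1* rose to 15.8 CPM (young) and 17.0 CPM (old). The choice by genes does not exclude cells with PT RNA, so the source of the *Itga1* rise stays open. With the same choice of cells by genes, S1pr5 CPM in ILC2-like cells, young library, was 0.0943, and in the old library it was 4.24.

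In Fig. 4E *Itga4* has no pair with *Cdh1*. With all combinations scored, *Itga4* with *Cdh1* gave 0.880 in other epithelium-like and 0.679 in PT-like cells. Neither the program's list of pairs nor the paper's threshold on the log fold change was applied here. Either may leave the pair out of Fig. 4E, so these scores do not contradict the figure. By its formula a score rises with the expression of both genes and does not measure binding.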

Other observations

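The tests of cluster 6 and cluster 21, of the split without *Cd3g*, of shallow CD3, of free RNA of ILC2 cells, of depth, abundant genes, the mix of *Xist* and Y-linked cells and handling, of doublets for the kidney genes, of erythrocyte RNA, and of cluster 2 were chosen only after the results they measure were seen. All patterns below were found and tested on the same data, so what is said of their sources is a hypothesis.

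In ILC2-like cells, *Areg* CPM was higher in the old than in the young library, with a log2 ratio of 0.63 (0.58 to 0.69). Depth is argued against, since after thinning 51.0% of old and 34.5% of young cells had a UMI. A few genes taking most of the counts are argued against by a ratio of 0.63 with abundant genes left out. A mix of cells with *Xist* and with Y-linked UMIs does not account for it, since cells with Y-linked UMIs only gave 0.98, although cells with *Xist* only gave −0.30. Handling or sequencing of the 2 libraries cannot be told apart from age at the main value of 0.63, because each age had 1 library. Age stays open and untested.

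Other log2 ratios, old over young, in ILC2-like cells were 0.25 (0.15 to 0.36) for *Itga4*, 0.30 (0.17 to 0.42) for *Itgb7* and −0.37 (−0.44 to −0.31) for *Cd69*. *Klrg1* was 0.65 and *Ccr9* 0.91. The ratio for *Zbtb7a* was −0.07, for *Itgb2* 0.04 and for *Mki67* −0.41. The paper measured α4β7 and CD69 on the cell surface by flow cytometry, which was not analysed here.

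The *Areg*, *Il13* and *Il17a* UMIs of young T-like cells may come from other cells. For innate lymphoid cells without CD3 in these clusters, the log2 ratio of CPM without over with a CD3 UMI was 1.38 for *Areg* and 1.06 for *Il13* over all T-like clusters, which leaves it open because the clusters went opposite ways. In cluster 21 it was 1.34 for *Areg* and 1.83 for *Il13*, as this source predicts. In cluster 6 it was −0.84 for *Areg* and −1.55 for *Il13*, and for *Il17a* it was −1.22 over all T-like clusters. A CD3 UMI does not exclude an innate lymphoid cell, however, since 15.9% of young ILC2-like cells had a *Cd3g* UMI. With cells split by *Cd3d*, *Cd3e* or *Trac* instead, which 4.85% of young ILC2-like cells had, the ratio in cluster 6 was −1.02 for *Areg*, so cells without T cell RNA are argued against as its whole source there. It was 0.36 (−0.29 to 1.02) for *Il13* in cluster 6 and 0.94 for *Il17a* over all T-like clusters. Within cluster 6, *Il17a* went against this source in both splits, at −1.34 (−1.86 to −0.84) and −0.57 (−1.02 to −0.13). In the latter split, 8 cells without and 10 cells with T cell RNA held its UMIs. For *Il13* the splits of cluster 6 disagreed, and for *Il17a* those over all T-like clusters did. Few cells held the UMIs, so for these genes this source cannot be told apart from T cells. In cluster 6, shallow reading of CD3 is argued against, since 45.9% of young cells had a CD3 UMI after thinning and 87.1% of old cells did. Free RNA of ILC2 cells is argued against by a log2 ratio of −1.93 for *Areg* in B-like over T-like cells. Cells that Scrublet called doublets were 0.945% of young T-like cells and held 16.7% of the *Areg* UMIs, so doublets of T cells and ILC2 cells may contribute. Called doublets are argued against only as the main source, and doublets that Scrublet missed stay open. Age stays open and untested.

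In ILC2-like cells, hemoglobin and kidney epithelial genes were lower in the old than in the young library. Among the 7929 genes ranked, with a median log2 ratio of −0.02, the lowest were *Hbb-bt* (−7.45), *Defb29* (−3.33), *Slc22a30* (−3.10), *Atp6v0a4* (−3.10), *Ptprd* (−3.04), *Car12* (−3.01), *Spp2* (−2.99), *Serpinf2* (−2.92), *Ugt3a1* (−2.78) and *Dnase1* (−2.77). Free RNA of PT cells may lower the kidney genes, since PT markers fell by 1.37 on the log2 scale in B-like cells too. Cells that Scrublet called doublets were 1.40% of young ILC2-like cells and held between 3.73% (*Defb29*) and 38.8% (*Slc22a30*) of the UMIs of these 9 kidney genes in them, so doublets may contribute, to some genes more than to others. The shares were 14.5% for *Ugt3a1*, 14.9% for *Serpinf2*, 19.4% for *Atp6v0a4*, 25.9% for *Dnase1*, 30.9% for *Spp2*, 37.1% for *Car12* and 37.4% for *Ptprd*. As the whole cause they are argued against, since without these cells PT markers in ILC2-like cells still differed by −1.49 (−1.66 to −1.32). Doublets that Scrublet missed stay open. Free RNA of erythrocytes is argued against for *Hbb-bt*, because only 15 young ILC2-like cells had a UMI, and a few cells holding erythrocyte RNA would explain it, since 99.3% of the UMIs lay in 5 cells. The test of free hemoglobin RNA set earlier, on summed marker genes, gave −4.57 in ILC2-like and −10.38 in B-like cells, as free RNA predicts, and the test on single cells replaced it after it was seen.

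The highest log2 ratios after the mast cell genes were *Gzmb* (8.74, with 87.9% of its UMIs in 1 cell), *H2-Eb1* (5.37), *Ms4a4b* (5.07), *Igkc* (4.98), *H2-Ab1* (4.90), *Iigp1* (4.90) and *H2-Aa* (4.87). For the MHC class II genes, old ILC2-like over T-like cells gave a log2 ratio of 0.96. This argues against free RNA of other cells as the whole source. Of the 1144 UMIs in old ILC2-like cells, 35.1% lay in 5 cells, and 146 cells had any. The ratio was not computed without these 5 cells, which may raise it. Doublets called by Scrublet are argued against by 0.962% of the UMIs in such cells, which were 0.737% of old ILC2-like cells. Doublets that Scrublet missed stay open. Other classes did not move alike. PT-like cells rose from 18.3 CPM in the young to 1148 CPM in the old library and B-like cells from 6100 to 8909 CPM, whereas T-like cells fell from 1011 to 263 CPM. A change in ILC2-like cells, which age or handling could bring, stays open and untested. For *Igkc*, free RNA cannot be told apart from a change in ILC2-like cells, because at −2.01, ILC2-like over T-like, the value could follow from either. Old over young, *Igkc* rose by 4.19 in T-like, 4.00 in PT-like and 2.22 in B-like cells, next to 4.98 in ILC2-like cells. Its UMIs were found in 208 of 407 old ILC2-like cells. These values go with free RNA but do not exclude a change in ILC2-like cells.

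T-like cluster 2 of the old library had few *Cd4* and *Cd8* UMIs, with *Cd4* in 9.25% of its cells, against 33.5% of its 179 young cells. Depth is argued against, since 2.88% of its cells had a *Cd4* UMI after thinning against 27.5% in cluster 6. Cells other than T cells are argued against by a CD3 UMI in 85.6% after thinning, against 87.1% in cluster 6. T cells that lack both coreceptors remain as a biological explanation, which was not tested, and age stays open too.

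In the old library B-like cells had 1 *Areg* UMI, and young B-like cells had 59 in 11 cells.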
